# Transcriptomic and Metabolomic Analysis of a Pseudomonas-Resistant versus a Susceptible Arabidopsis Accession

**DOI:** 10.3390/ijms232012087

**Published:** 2022-10-11

**Authors:** Isabel Orf, Hezi Tenenboim, Nooshin Omranian, Zoran Nikoloski, Alisdair R. Fernie, Jan Lisec, Yariv Brotman, Mariusz A. Bromke

**Keywords:** Arabidopsis, *Pseudomonas syringae* pv. *tomato*, resistance, systems approach

## Abstract

Accessions of one plant species may show significantly different levels of susceptibility to stresses. The *Arabidopsis thaliana* accessions Col-0 and C24 differ significantly in their resistance to the pathogen *Pseudomonas syringae* pv. *tomato* (Pst). To help unravel the underlying mechanisms contributing to this naturally occurring variance in resistance to Pst, we analyzed changes in transcripts and compounds from primary and secondary metabolism of Col-0 and C24 at different time points after infection with Pst. Our results show that the differences in the resistance of Col-0 and C24 mainly involve mechanisms of salicylic-acid-dependent systemic acquired resistance, while responses of jasmonic-acid-dependent mechanisms are shared between the two accessions. In addition, arginine metabolism and differential activity of the biosynthesis pathways of aliphatic glucosinolates and indole glucosinolates may also contribute to the resistance. Thus, this study highlights the difference in the defense response strategies utilized by different genotypes.

## 1. Introduction

The Gram-negative bacterium *Pseudomonas syringae* pv. *tomato* (Pst, Pseudomonas) infects a wide variety of economically important crops. Pseudomonas proliferates in the intercellular spaces of leaves of susceptible plants after entering through natural openings (e.g., stomata) or wounds. Infected leaves show necrotic patches [1]. The interaction between the model plant *Arabidopsis thaliana* (Arabidopsis) and Pseudomonas strains has been extensively studied [1]. Studies focusing on the Arabidopsis–Pseudomonas pathosystem have contributed to the elucidation of several molecular mechanisms playing a role in plant–pathogen interactions, such as the mechanisms of pathogen recognition in plants [2,3], the signal transduction pathways [4,5], and pathogen virulence and avirulence factors [6,7]. Lately, ‘-omics’ approaches were used to characterize the Arabidopsis–Pseudomonas pathosystem. Maleck et al. [8] investigated the transcriptional reprogramming during initiation of local defense and systemic acquired resistance (SAR) in Arabidopsis upon infection with Pseudomonas. Similarly, Tao et al. [9] focused on compatible and incompatible interactions. Further studies characterized transcriptomic changes related to pathogen-associated molecular pattern (PAMP) recognition [10], and type III secretion system effectors [11]. Microarray technology was used for analyzing gene expression during Arabidopsis immune responses upon the infection with Pseudomonas DC3000 [12]. Changes occurring in the global metabolite composition of *Arabidopsis* during the course of *Pseudomonas* infection were also reported. The main observation was an accumulation of phenolic and indolic compounds, as well as alterations in the abundance of amino acids, glucosinolates, and disaccharides [13]. In recent years, Lewis et al. studied transcriptional dynamics of Pst DC3000-induced immunosuppression in Arabidopsis Col-4 with high temporal resolution, which led to identification of motifs (ABRE, MycN, and G-box) enriched in genes rapidly suppressed in response to microbial-associated molecular pattern recognition [14]. Furthermore, they reported consistent overrepresentation of MYB-binding domains in promoter regions of differentially expressed genes(DEGs) [14]. The microarray dataset generated by Lewis et al. was used by an independent group in differential co-expression analysis [12]. Their Gene Ontology (GO) enrichment analysis revealed that the most significantly enriched GO term was “response to stimulus” as the most significantly enriched process, followed by “defense response” and “cell wall modification”. Additionally, they confirmed the importance of MYB51 in regulating the synthesis of camalexin in Pst-infected Arabidopsis [12,15].

Not every ecotype of Arabidopsis is equally susceptible to *Pseudomonas* infection. An analysis of the ability of *P. syringae* pv. *maculicola* to proliferate in 100 different Arabidopsis accessions showed that some accessions are up to 250-fold more resistant than the reference accession Columbia-0 (Col-0), whereas others are up to 2.5-fold more susceptible [16]. Natural variation in the perception of bacterial flagellin was assayed using 45 Arabidopsis accessions and showed great variance owed mostly to the abundance of protein components of MAMP perception pathways [17]. Natural diversity observed in the Arabidopsis immune response was used to identify crucial polymorphisms behind differential interaction of ZED1 with *Pseudomonas syringae* and *Xanthomonas campestris* effectors and its down-stream partners [18]. A broad genetic screening of ecotypes (including Col-0 and C24) for disease resistance-related nucleotide-binding leucine-rich repeat (NLR) proteins, which serve as intracellular immune receptors that recognize pathogen proteins, provided an interesting insight into natural resistance diversity. For instance, the highest sequence diversity in NLR genes was related with resistance to evolutionarily adapted biotrophic pathogens (e.g., *Hyaloperonospora arabidopsidis*) [19].

Mishina and Zeier (2007) have already demonstrated elevated resistance of C24 in comparison to Col-0 to infection with specific Pst DC3000 and a non-host strains of *P. syringae.* Their study on several Arabidopsis accessions suggested induction of salicylic acid accumulation and pathogenesis-related gene expression at inoculation sites, and that induction of these defenses is largely dependent on bacterial type III secretion system [20]. For our study, we chose a systems approach, using both transcriptomic as well as metabolomic analyses to study the Arabidopsis–Pseudomonas pathosystem in a comprehensive manner. Specifically, we characterized the difference between the susceptible Arabidopsis accession Col-0 and the resistant accession C24 in the reaction upon infection with *P. syringae* pv. *tomato* (Pst). Our study not only offers an integrated analysis of the defense response in Arabidopsis upon Pst infection on different systems levels, but also of the natural variation within this interaction. Our results show that these differences appear mainly on the level of salicylic-acid (SA)-dependent systemic acquired resistance (SAR), whereas responses of jasmonic-acid (JA)-dependent mechanisms are shared, albeit delayed in Col-0. Thus, our results provide some insights as to how differences in the reaction of Arabidopsis accessions may translate into resistance or susceptibility to Pst. 

## 2. Results

### 2.1. Appropriate Experimental Study to Dissect the Arabidopsis–Pseudomonas Pathosystem

Experimental designs for studying pathosystems have to take into account not only the effect of the studied pathogen, but also that of the inoculation method used. To distinguish the effects of the pathogen from the potential wounding responses that the widely used syringe-injection inoculation method may elicit, we first conducted an experiment in which we compared untreated plants, plants infiltrated with a mock solution, and Pst infiltrated plants. The reason for conducting this experiment was our concern that syringe infiltration might trigger wounding responses. In this experiment, we compared plant metabolite levels using gas-chromatography mass-spectrometry (GC-MS) at four time points (1, 3, 5, and 7 h post injection, Supplementary Figure S1). We observed that for some metabolites such as succinic acid, maltose, phenylalanine, and the most important of the major defense hormones, salicylic acid (SA), the effect of mock injection was hardly distinguishable from that of Pst injection but was significantly different from the untreated plants. This was observed as early as 1 h post injection, and remained stable up to the last time point, 7 h post injection. Based on this experiment, we decided to use spray inoculation for our main experiment to avoid triggering defense responses in the plants that could affect/mask the response to Pst.

To obtain a comprehensive picture of Pst’s interaction with Col-0 and C24, we spray inoculated both accessions either with a MgCl_2_ solution (mock treatment) or with Pst suspension. Rosette tissue samples were taken from six independent replicates of both treatments at six time points: 2, 4, 8, 16, 24, and 48 h after the inoculation. This experimental setup allowed us to compare and contrast Col-0 and C24 with respect to their defense reactions against Pst. 

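Gene expression was measured in leaves of the Arabidopsis accessions Col-0, which is susceptible to Pst, and C24, which is more resistant. Plants were sprayed with Pst DC3000 at 5e+08 cfu per mL or with a mock solution of magnesium chloride, and leaves were taken at 2, 4, 8, 16, 24 and 48 h. The 24 Affymetrix arrays comprise 1 array per accession, treatment and time point, so that each of the 4 conditions has 6 arrays. The authors processed the arrays with RMA, which gives 1 log2 value per probe set, and these deposited log2 values were used without further normalization. Array medians were 6.30 to 6.43 in mock-treated Col-0, 6.32 to 6.41 in infected Col-0, 6.29 to 6.34 in mock-treated C24 and 6.27 to 6.35 in infected C24. The deposited values carry no detection call. The lower quartile of the arrays lay between 3.96 and 4.14, and a fold against a group below it is that of the deposited values, not an exact ratio of transcripts. Of 38408 probe sets, the platform annotation gave 16722 a single gene, and these led to 16411 genes with a locus, each represented by its brightest probe set. Genes that the annotation did not name were taken through the locus identifiers in the supplementary tables of the paper, and their values come from a fit over all probe sets. Differences were tested with limma, with the Benjamini-Hochberg adjustment. The accessions were compared over the 12 mock arrays, and the infection effects were estimated in 1 fit of the 24 arrays that compares infected and mock-treated plants of the same accession and time point. Following the paper, 2, 4 and 8 h form Interval 1 and 16, 24 and 48 h form Interval 2, and the time points within an interval serve as replicates. The p-values therefore measure the spread between time points and not between plants, and the number of arrays limits their precision.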

Samples were analyzed using the Affymetrix ST 1.0 microarray (Supplementary Table S1, GSE90852) for transcriptome analysis, and GC-MS (Supplementary Table S2) and liquid chromatography-MS (LC-MS, Supplementary Table S3) were used for the metabolome analysis (see Materials and Methods).

### 2.2. Significant Transcriptomic Differences in the Basal Gene Expression of SA-Dependent SAR in Col-0 and C24

We first focused on identifying large differences in time-resolved gene expression between Col-0 and C24 under control conditions. To find such differences between uninfected Col-0 and C24 plants, we averaged the log_2_-transformed gene expression levels of the six time points for each accession and subtracted the values of Col-0 from that of C24 to calculate log_2_-transformed ratios. Genes were considered to be differentially expressed (DEGs) when they showed a fold change > ±1.5 (log_2_ = 0.585) and a significance threshold of *p*-value < 0.01. With this method, we found 2366 genes to be differentially expressed between Col-0 and C24 (Supplementary Table S4, Sheet 1). Of those, 729 (around 30%) were more highly expressed in Col-0, whereas 1637 were more highly expressed in C24. 

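Mock-treated C24 and Col-0 differed in a large part of the transcriptome: of 16411 genes, 2040 were higher in C24 and 1284 were higher in Col-0 at an adjusted p under 0.05 from limma. At a fold change of 1.5 and an unadjusted p of 0.01, the thresholds used in the paper, 933 genes were higher in C24 and 867 in Col-0. Among the genes most reduced in C24 were *ECS1* (AT1G31580), 108-fold lower (log2 difference -6.76, SE 0.21, adjusted p = 4.92e-11), and *QQS* (AT3G30720), a regulator of carbon and nitrogen allocation, with 10.06 ± 0.24 in Col-0 and 4.61 ± 0.42 in C24 (mean log2 ± SD, n = 6; adjusted p = 1.29e-10). The gene AT2G05642 lay at the other extreme, with 3.61 in Col-0, below the lower quartile of the arrays, and 10.73 in C24 (log2 difference 7.13, adjusted p = 7.26e-13). Immune receptor genes went both ways: of 4 listed members, *CSA1* (AT5G17880, log2 difference 1.21) and *LOV1* (AT1G10920, 0.74) were higher in C24, whereas *RPP7* (AT1G58602, -5.39) and *DSC1* (AT4G12010, -0.54, and adjusted p = 0.0996 over Interval 2 alone) were lower (4 when adjusted over the list alone). As a list they did not pass by camera (adjusted p = 0.758) but did by fry (adjusted p = 2.28e-05). *RPP4* (AT4G16860) and *HR4* (AT3G50480), further resistance genes that are named here through the tables of the paper, were lower in C24, at 3.52 and 4.04 against 9.61 and 10.70 in Col-0, the C24 levels lying at or below the lower quartile, although the *RPP4* array of 2 h stood apart among the mock-treated C24 arrays and that of 16 h among the mock-treated Col-0 arrays. Probes that match the sequence of Col-0 but not that of C24 may contribute to low levels in C24, of these genes and of those below. This could not be decided here, as no sequence of C24 was used. The counts above come from a fit without the time point as a block. With this block, 3611 genes were higher and 2023 lower in C24, and after a repeated quantile normalization the counts were 1559 and 1467. Restriction to the mock arrays of Interval 1 or Interval 2 left 1446 and 1223 genes in total.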

GO-term enrichment analysis with the 2366 DEGs revealed enrichment for defense-related GO Biological Process (BP) terms (*p*-value < 0.05). All but 1of the top 20 GO BP terms were defense-related (Supplementary Table S4, Sheet 2), while 7of the top 20 GO BP terms were SA-related.

Inspecting the GO BP terms enriched in C24 DEGs, we found 17 of the top 20 terms to be defense-related, and again 7of the top 20 were SA-related (Table 1, full list in Supplementary Table S4, Sheet 3). The most significant enrichment in C24 DEGs was found for the term “GO:0009627 systemic acquired resistance”. 

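Genes that respond to salicylic acid (SA) were mostly higher in mock-treated C24. *FMO1* (AT1G19250), which makes the SAR signal N-hydroxypipecolic acid, had a log2 value of 5.02 ± 0.39 in Col-0 and 8.11 ± 0.63 in C24 (mean ± SD, n = 6), an 8.48-fold difference (adjusted p = 3.12e-06 from limma). *ALD1* (AT2G13810), which acts upstream in the same pathway, was 3.26 higher on the log2 scale (4.13 in Col-0, adjusted p = 0.000185), *NIMIN1* (AT1G02450), an interactor of NPR1, 5.92-fold higher (adjusted p = 0.000129) and *PR5* (AT1G75040) 3.45-fold higher (adjusted p = 0.00468). The TF genes *WRKY38* (AT5G22570) and *WRKY70* (AT3G56400) were 6.57-fold and 1.75-fold higher (adjusted p = 6.04e-05 and 0.00977), and *GRX480* (AT1G28480), a glutaredoxin induced by SA, was 2.03 higher (3.90 in Col-0, below the lower quartile of the arrays; adjusted p = 1.27e-05). Of 25 listed SA-responsive genes, *GRX480* alone was named by the annotation, and among 16 more that are known here through the tables of the paper 13 were higher and 1 was lower, a selection that is not independent evidence of direction. A list of SAR genes had 3 members in the annotation, of which *SAG101* (AT5G14930, 1.68-fold) and *UGT76B1* were higher and *RING1* did not pass without the time point as a block (3 higher when adjusted over the list alone). The list itself did not pass by camera (adjusted p = 0.0546, and 0.182 with an estimated correlation) but did by fry (adjusted p = 0.000299). Of the genes of pattern-triggered immunity, 0 of 4 in the annotation (*EFR*, *BIK1*, *WRKY29* and *WRKY22*) passed by limma (0 at an unadjusted p under 0.05; camera adjusted p = 0.951), and 3 of 5 named through the tables were higher. The mock arrays of Interval 1 alone left *NIMIN1*, *WRKY70*, *SAG101* and *UGT76B1* short of the threshold (adjusted p = 0.0699, 0.342, 0.0867 and 0.148), those of Interval 2 alone *PR5* (0.0755), and the 2 h array stood apart for *ALD1* in Col-0 and for *WRKY38* in C24.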

Among the basal defense-related DEGs in C24 were many known role-players in basal defense and SAR: *PR1, FMO1, NIMIN1, PR5*, *WRKY* transcription factors (TFs), to name but a few [21,22,23,24]. SAR is known to be the result of predominately SA-mediated defense mechanism activation [25].

The most significant enrichment in Col-0 DEGs was found for the term “GO:0006952 defense response” (Table 2, full list in Supplementary Table S4, Sheet 3). Most of the significantly enriched GO BP terms were housekeeping processes such as “GO:0007165 signal transduction” or “GO:0007154 cell communication”. Interestingly, three of the top GO BP terms were related to the metabolism of the glucosinolate defense compounds.

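Genes of glucosinolate breakdown were among those lower in mock-treated C24, and genes of indole glucosinolates went both ways. *IGMT4* (AT1G21130), an indole glucosinolate methyltransferase, had a log2 value of 8.22 in Col-0 and 3.46 in C24, the latter below the lower quartile of the arrays (SE of the difference 0.18, adjusted p = 5.62e-10 from limma). It was the 1 gene lower of 8 listed indole glucosinolate genes with values, of which *MYB122* (AT1G74080), a regulator of their synthesis, was 1.67-fold higher (adjusted p = 0.0102) and the other 6 did not pass, although the call of *MYB122* was lost without 8 h (0.0556), over Interval 2 alone (0.229) and with all 24 arrays (0.072). *ESM1* (AT3G14210) and *NSP4* (AT3G16410), which direct the hydrolysis of glucosinolates, were 4.39-fold and 3.62-fold lower in C24 (adjusted p = 4.93e-06 and 3.84e-05), where *NSP4* was at 3.99, near the lower quartile. All of these were named through the tables of the paper, which hold genes that passed there, so their direction is not independent evidence. A list of aliphatic glucosinolate synthesis, of which *GSTU20*, *UGT74B1*, *UGT74C1* and *AOP3* were in the annotation, gave 0 calls from limma in the mock-treated plants (0 at an unadjusted p under 0.05; camera adjusted p = 0.942), nor did it pass after infection in Interval 2 (camera adjusted p = 0.0689 in Col-0 and 0.109 in C24).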

### 2.3. The Basal Expression of SA-Related Genes in C24 under Axenic Conditions

The plants used in our transcriptomic analysis were grown in normal, non-axenic soil and growth chambers, and were therefore exposed to interactions with soil- and water-borne microorganisms. Although this exposure did not result in any visual signs of disease, it cannot be excluded that plant defense responses were triggered. Thus, part of our microarray results could reflect differences in the way Col-0 and C24 address the ambient response. It may even be claimed that C24’s higher basal resistance to Pst is in fact not basal at all, but rather a side effect of the response towards ambient interactions. To address this, we grew Col-0 and C24 for 14 days in sealed plates, under axenic conditions, and subjected them to microarray analysis using Affymetrix ST 1.0. The gene expression patterns of the axenic cultures experiment were in considerable agreement with the soil experiment. Altogether, 414 (17.2%) of the 2366 DEGs between Col-0 and C24 on soil showed opposite change in comparison to the plate experiment. When applying a threshold of the fold change > ±1.5 (log_2_ = 0.585), this percentage could be reduced to 3.2%. GO-term analysis of the 414 genes mentioned above did not result in any significant enrichment. Considering the different growth conditions in the two experiments (growth chamber and soil versus plate and sterile medium) and age of the sampled plants (45 days versus 14 days), the close similarity in expression values underscores the robustness and validity of our main experiment. The results also imply that any influence that ambient factors may have on the initial trigger of the defense response, before Pst infection, are minor and that the core DEGs between Col-0 and C24 are tightly regulated on the genomic level in different developmental stages and environments. For the comparison of the DEGs from Arabidopsis grown in soil and axenic cultures, see Supplementary Table S5.

### 2.4. The Aliphatic Glucosinolate Biosynthesis Pathway Is Differential between Col-0 and C24

Next, we compared the metabolite profiles of uninfected Col-0 and C24 plants using both GC-MS analysis for primary metabolites, as well as LC-MS analysis for secondary metabolites. As an example, metabolic changes at 2 h and 24 h post infection are provided in Figure 1 (see Supplementary Table S2 for other timepoints). As early as 2 h after infection amino acids such as isoleucine, valine, serine, glycine, and threonine were accumulated in leaves of both ecotypes. Additionally, phenylalanine and leucine were on the higher levels in Col-0 only. On the other hand, C24 reduced leaf content of several other metabolites, including sucrose (Figure 1). Out of amino acids mentioned above, only serine and threonine were accumulated in the infected plants 24 h post infection in both ecotypes. Several metabolites such as galactinol, sucrose, pyruvic acid, and an unidentified analyte (Ukn_13), were over-accumulated in Col-0 and C24. The metabolic profile of infected Col-0 at this time point differs greatly from C24: 20 metabolites accumulated vs. 5 metabolites accumulated and 1 reduced in C24 (Figure 1).

Partial least squares discriminant analysis (PLS-DA) of primary metabolites in mock-treated plants showed a clear separation of the two accessions along dimension 1 (Figure 2). Ten analytes contribute most to the separation along the dimension 1: maleic acid, 1,6-anhydro-beta-D-glucose, erythritol, isopropyl-beta-D-thiogalactoside, ornithine, indole-3-acetonitrile, citrulline, or arginine, and two non-annotated compounds. We repeated the PLS-DA using secondary metabolites (Supplementary Figure S2), and again found a clear separation of the two accessions along the dimension 1. A total of 4 of the 10 secondary metabolites contributing the most to the separation of the two accessions belong to the group of glucosinolates, specifically aliphatic glucosinolates.

Therefore, we closely inspected the levels of glucosinolates annotated in our secondary metabolite dataset. In total, we found 41 glucosinolates (Table 3). Most of the measured glucosinolates were more abundant in C24 compared to Col-0. Table 3 present statistically significant foldchange of glucosinolate concentration as well as these glucosinolates which were detected only in one accession 48 h post infection (more data in Supplementary Table S3). Out of 41 glucosinolates annotated in both studied accessions, 8 were not found in Col-0 (absent or below the detection level). These were 9-methylthiononyl glucosinolate, hydroxypropyl glucosinolate, glucobrassicanapin, 5-hexenyl glucosinolate, glucocappasalin, 5-(methylthio)pentyl glucosinolate, 4-phenylbutyl glucosinolate, and sinigrin (common names used when possible), whereas C24 plants did not containglucolepidiin. In leaves of Col-0, the greatest increase in content was observed for 6-heptenyl glucosinolate, followed by glucoiberverin (2.92- and 2.59-fold increase, respectively). In C24, changes of these glucosinolates were much smaller (28% and 26%, respectively) and below the significance threshold (Table 3). Most of the measured glucosinolates were more abundant in C24 compared to Col-0. For instance, 6-heptenyl glucosinolate and glucoiberverin in average were found in concentrations 540- and 34-fold higher in C24 than in Col-0. As suggested by the PLS-DA, an interesting pattern could be observed in aliphatic glucosinolates. While aliphatic glucosinolates of rather short chain length (propyl, butyl, pentyl) were more abundant in Col-0, longer chain lengths were found in C24 (hexyl, heptyl, octyl, nonyl) (Table 3). This pattern was found in both thio- as well as sulfinyl- side chains.

Previously, the ratio of long- to short-chain glucosinolateswas found to be characteristic of the “MAM phenotype” [26]. Indeed, the different glucosinolate chain lengths in Col-0 and C24 are reflected in the gene expression of methylthioalkylmalate (MAM) synthases 1 and 3 that catalyze the chain-elongation steps in the core glucosinolate biosynthesis pathway (Figure 3). Whereas no difference could be observed in the expression of MAM1 and all other genes of the pathway (BCAT4, CYP79F1, CYP83A1, SUR1, UGT74B1, SOT16, SOT17) between Col-0 and C24, MAM3 expression was much higher (four to eight-fold) in C24 compared to Col-0.

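Among the genes of aliphatic glucosinolate synthesis, values were obtained for *CYP79F1* (AT1G16410) and *UGT74B1* (AT1G24100), and the other genes named here were not analysed here. *CYP79F1*, which starts the synthesis of the core structure, was 0.47 higher in C24 on the log2 scale (SE 0.60, adjusted p = 0.642 from limma), with a higher value in C24 at 6 of 6 time points. *UGT74B1*, which glucosylates the thiohydroximate intermediate, averaged 10.13 in Col-0 and 10.46 in C24, a log2 difference of 0.34 (SE 0.21, adjusted p = 0.3), also in the same direction at 6 of 6 time points. With the time point as a block, the difference in *UGT74B1* passed the threshold (adjusted p = 0.0252).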

### 2.5. Col-0 and C24 Share JA-Dependent Responses upon Infection with Pst

We next analyzed the changes in the transcriptome and metabolome of Col-0 and C24 after infection with Pst. To obtain DEGs, we took the following approach: We first performed segmentation analysis (see Materials and Methods) and observed that the time series can be segmented into two intervals, each including three time points ((2, 4, 8 h), (16, 24, 48 h)) (Supplementary Figure S3). Within each interval, the time points were pooled, i.e., they were considered as replicates. In addition, we called a gene differentially expressed (DE) at time point I if the respective log-fold change of expression in time point i and i + 1 was not within the range of [mean ± 2 × standard deviation] of the log-fold changes over all genes.

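Pooled in this way, more genes passed late than early in Col-0, whereas the numbers in C24 depended on a step of the paper, which removes genes with a CV of the log-fold changes over 0.5 within an interval before limma. Here this CV filter was applied after the fit over all genes, whose p-values were then adjusted again over the genes kept. It keeps genes by the size of their response relative to its spread, which also enters the test, so that it favours passing. With this filter, 50 genes passed early and 496 late in Col-0, and 244 early and 163 late in C24. All other values given here leave it out unless it is named. In Interval 2, 114 genes rose and 18 fell in Col-0, whereas 5 rose and 0 fell in C24 at an adjusted p under 0.05 from limma (2577 and 1469 genes at an unadjusted p under 0.05). The clearest late response in Col-0 was that of AT4G02360, 5.69-fold higher after infection (adjusted p = 3.67e-05), and it was the 1 gene to pass the test of a different effect in C24 (2 without the Col-0 pair of 8 h; interaction -2.13 on the log2 scale, SE 0.20, adjusted p = 0.00716). AT4G17470 rose 12-fold in Col-0 and 6-fold in C24 (adjusted p = 0.00221 and 0.032), and AT3G28220 rose 12.8-fold in C24 (adjusted p = 0.0277). Of the genes that fell in Col-0, AT5G62280 was 2.78-fold lower (adjusted p = 0.0167). In Interval 1, AT5G24240 rose in Col-0 (2.73-fold, adjusted p = 0.016), and AT1G26380 and AT1G33110 rose in C24 (2.61-fold and 2.14-fold, adjusted p = 0.0167 and 0.0437), against 1105 and 1664 genes at an unadjusted p under 0.05, so that in C24 more genes did so early than late. Such unadjusted counts include a share of 0.05 of all genes that is reached with no effect at all. The infected Col-0 array of 8 h stood apart, since over 97 genes more than 2 higher in mock-treated C24 on the log2 scale its median difference from mock was 1.15, against 0.02 to 0.28 at the other time points. Without 24 h, 1 gene in Col-0 and 1 in C24 passed in Interval 2, without 16 h 411 genes passed in Col-0, without 48 h 5 in Col-0 and 3 in C24, and without the Col-0 pair of 8 h 160 in Col-0 and 0 in C24 (1493 at an unadjusted p under 0.05). Each Interval 1 call was lost without any of 2, 4 and 8 h (adjusted p = 0.0646 to 0.36). Leaving out a time point leaves fewer arrays to estimate the spread. Without 24 h, 2146 genes in Col-0 still had an unadjusted p under 0.05 in Interval 2. A lost call alone therefore does not tie a response to a time point. The interaction of AT4G02360 was lost without any of 16, 24 and 48 h (0.0516, 0.546 and 0.155) and without a block (1), AT4G17470 and AT3G28220 did not pass in C24 without 16 h (0.0735 and 0.0725) or 24 h (0.255 for each), nor AT4G17470 in Col-0 without 24 h (0.0614) or AT5G62280 without 24 h or 48 h (0.154 and 0.271).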

Using this method, the total number of DEGs upon infection at each time point was comparable between Col-0 and C24 (approximately 1700 DEGs at each time point; Figure 4A). 

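The same rule was applied to the 16411 annotated genes, calling a gene where its difference between infected and mock-treated plants exceeded 2 SD of all genes at a time point and at the next one. Col-0 then had 163, 179, 178, 178, 278 and 764 DEGs at 2, 4, 8, 16, 24 and 48 h, and C24 had 184, 181, 181, 172, 201 and 770. The accessions had similar numbers at most time points, and at 24 h Col-0 had more by this rule but fewer where 1 time point sufficed (786 against 868) and over probe sets (530 against 586). The limit of 2 SD is taken from the same pair of arrays, so the number called depends little on the size of the response. With 1 time point sufficing, 764 to 946 genes were called in every pair. Similar numbers are therefore no evidence of responses of similar size. The SD over genes was 0.30 in Col-0 at 2 h, 0.39 at 8 h and 0.52 at 48 h, so that the smallest difference called was larger at 48 h. No next time point exists at 48 h, where 1 time point suffices, and when 1 time point sufficed everywhere the number at 2 h was 946 in Col-0 and 912 in C24. Each of these differences rests on 1 pair of arrays, with no test.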

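By this rule, Col-0 and C24 shared 19, 28, 17, 36, 66 and 224 DEGs at 2, 4, 8, 16, 24 and 48 h, where independent lists of the same sizes would share 1.83 at 2 h and 35.9 at 48 h. The rule takes no account of direction, so a gene that rose in 1 accession and fell in the other counts as shared. With the same direction required at both time points within an accession, 11 were shared at 2 h. Independent lists also take no account of genes that vary more than others. The count of 48 h needs only 1 time point, and when 1 time point sufficed everywhere the shared DEGs were 157, 168, 185, 177, 201 and 224 (52.6 for independent lists at 2 h), and over probe sets, in a setting chosen after seeing the values, 563 at 2 h and 461 at 48 h. Over the whole of Interval 2, 4 genes rose in both accessions by limma, namely AT4G17470, *JOX2* (AT5G05600), AT5G17390 and AT1G52000, where independent lists would share 0.03. The effects of both accessions come from 1 fit with a common estimate of the spread for each gene, which favours joint calls. *JOX2* encodes an oxygenase that inactivates JA, and it rose 4.28-fold in Col-0 and 3.72-fold in C24 (adjusted p = 0.00625 and 0.032). Without 24 h none of these 4 genes except AT5G17390 passed in C24 (adjusted p = 0.255 to 0.266), without 16 h none did (0.0725 to 0.166), without 48 h AT5G17390 and AT1G52000 did not (0.322 and 0.252), and without the Col-0 pair of 8 h none of them passed in C24 (adjusted p = 0.0643 to 0.0658). In Col-0 none of the 4 passed without 24 h (0.0614 to 0.134), AT5G17390 and AT1G52000 did not without 48 h (0.353 and 0.198), nor AT5G17390 without 16 h (0.0689).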

The number of DEGs shared between both accessions varied between 348 and 498 at 2 h and 48 h post-inoculation, respectively (see central diagonal in Figure 4A). We further focused on defense-related DEGs among these lists. Among the defense-related shared DEGs at each time point between the two accessions (central diagonal in Figure 4B, Supplementary Table S6), we found many genes of ethylene and JA biosynthesis. 

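Genes of JA synthesis rose in infected Col-0. Of 16 listed genes, both of those in the annotation and 7 of 8 named through the tables of the paper passed in Interval 2, and the latter were selected by their response there. *LOX4* (AT1G72520), a lipoxygenase of the first step, was 2.97-fold higher in infected Col-0 (log2 difference 1.57, SE 0.17, adjusted p = 0.0105 from limma), and in C24 its log2 difference was 0.84 (adjusted p = 0.224, and 0.0265 with the CV filter of the paper). *NATA1* (AT2G39030), an acetyltransferase induced by JA, rose 8.44-fold in Col-0 and 17.5-fold in C24 (adjusted p = 0.0269 and 0.0176). *TAT3* (AT2G24850), a tyrosine aminotransferase induced by JA, rose 10.4-fold in Col-0 (adjusted p = 0.0162). Of 11 listed genes of ethylene synthesis, 1 in the annotation and 5 named through the tables gave 0 calls from limma in Interval 2 in either accession (at an unadjusted p under 0.05, the 1 and 3 of the 5 in Col-0, and 0 and 3 in C24). Without 24 h or 48 h the calls in Col-0 were lost (adjusted p = 0.0919 and 0.119 for *LOX4*, 0.186 and 0.212 for *NATA1*, and 0.123 and 0.142 for *TAT3*), and *NATA1* did not pass in C24 without 24 h (0.175).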

Approximately 50% of the common defense-related DEGs at late time points of the infection (from 16 h onwards) were genes involved in JA-mediated processes (central diagonal in Figure 4C). 

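In Interval 2, several genes of JA synthesis and JA signalling passed in infected Col-0 and fewer in C24, where 1 of 8 synthesis genes named through the tables of the paper did and 0 of 2 annotated ones by limma (2 at an unadjusted p under 0.05). Neither list was tested as a set, and the genes named through the tables were selected by their response. The allene oxide cyclase genes *AOC1* (AT3G25760), *AOC2* (AT3G25770) and *AOC3* (AT3G25780) rose 2.17-fold, 2.44-fold and 3.14-fold in Col-0 (adjusted p = 0.0269, 0.0225 and 0.0308 from limma), and *AOC1* also rose in C24 (2.36-fold, adjusted p = 0.0396), where *AOC2* and *AOC3* had log2 differences of 0.56 and 1.43 (adjusted p = 0.442 and 0.184). Among the JAZ repressors, *JAZ5* (AT1G17380) rose in both accessions, 8.05-fold in Col-0 and 5.56-fold in C24 (adjusted p = 0.00253 and 0.0109). *JAZ1* (AT1G19180) and *JAZ10* (AT5G13220) rose in Col-0 (3.37-fold and 6.2-fold, adjusted p = 0.0269 and 0.0345), and *JAZ7* (AT2G34600) and *JAZ8* (AT1G30135) had log2 differences of 1.20 and 1.45 there (adjusted p = 0.0866 and 0.0657). *JMT* (AT1G19640) and *OPR3* (AT2G06050) rose 3.17-fold and 2.34-fold in Col-0 (adjusted p = 0.0113 and 0.0269), with log2 differences of 1.56 and 1.17 in C24 (adjusted p = 0.058 and 0.0817). None of these genes differed between the accessions by the interaction test, so a larger effect in Col-0 was not shown for any of them. Without 24 h, every one of these calls was lost (adjusted p = 0.0919 to 0.235), without 48 h those in Col-0 except *JAZ5* and *JAZ1* were (0.21 to 0.31), *AOC1* did not pass in C24 without any of 16, 24 and 48 h (0.158, 0.175 and 0.224), and *JMT* passed in C24 after array medians were subtracted (adjusted p = 0.0288). The log2 differences of the called genes in Col-0 without 24 h ran from 1.25 for *OPR3* to 3.06 for *JAZ5*, against 1.23 and 3.01 with it. The effects thus changed little without 24 h, while fewer arrays entered the fit. With the CV filter of the paper *AOC3*, *JAZ1*, *JAZ7*, *JAZ8*, *JMT* and *OPR3* also passed in C24 (adjusted p = 0.0195, 0.0216, 0.0452, 0.047, 0.00638 and 0.00868).

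**Figure D1:**
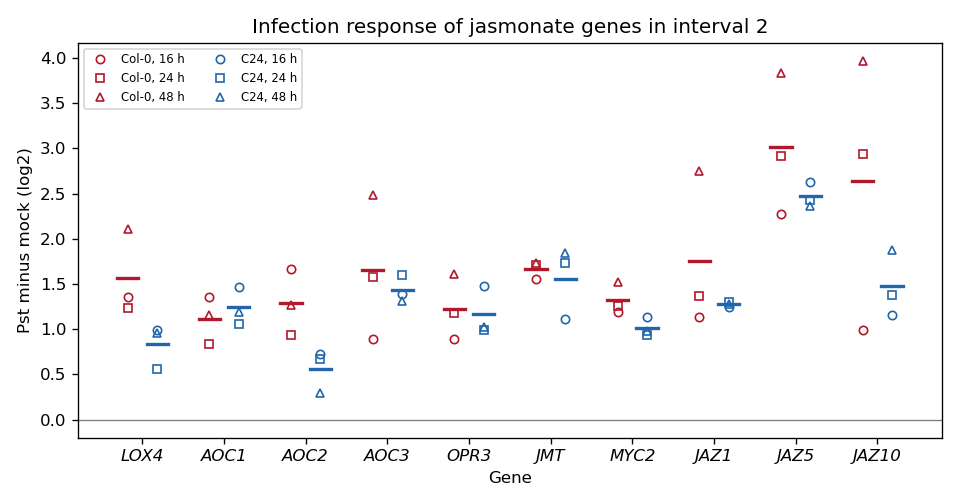
Difference between infected and mock-treated plants on the log2 scale (y axis) for 10 genes of JA synthesis and signalling (x axis) in Col-0 (red) and C24 (blue) at 16 h (circles), 24 h (squares) and 48 h (triangles), each point being 1 pair of arrays and each horizontal line the mean of 3 pairs. All points lie above 0, and the highest means are those of *JAZ5*, at 3.01 in Col-0 and 2.47 in C24. All 10 genes had passed in Interval 2 in Col-0, so their values above 0 there are not independent evidence. *JAZ7* and *JAZ8*, which did not pass, are not shown.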

Within the genes significantly changed at the later time points in both accessions were allene oxidase cyclases and synthase 1 through 3 (*AOC1-3*); [27,28], the jasmonate-zimdomain proteins (*JAZ1*, *JAZ5*, *JAZ7*, *JAZ8*, *JAZ10*), jasmonic acid carboxyl methyltransferase (*JMT*) [29], and the 12-oxophytodienoate reductase 3 (*OPR3*) [30,31].

### 2.6. JA-Related Responses after Infection with Pst Are Delayed in Col-0

Some of the JA-related genes caught our attention because of their delayed response in Col-0 in comparison to C24. To find more genes with delayed response, we filtered the dataset for those genes that were significantly changed in early time points of the infection in C24 (2 h, 4 h, 8 h, defined as Interval 1) and late time points of the infection in Col-0 (16 h, 24 h, 48 h, defined as Interval 2) (Table 4). Within this list, two groups/clusters of gene expression can be found. 

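The genes of Table 4 were chosen from these arrays for their response, so their values are not independent evidence of it. Of its genes, 16 were in the annotation, and in Interval 2 in Col-0 5 of these rose (13 higher and 3 lower when adjusted over the list alone; camera adjusted p = 2.33e-09, and 0.0462 with an estimated correlation). In C24, 0 passed in Interval 1 by limma (13 at an unadjusted p under 0.05; 9 higher and 3 lower when adjusted over the list alone; camera adjusted p = 5.03e-06, and 0.238 with an estimated correlation), and 1 rose in Interval 2 (10 when adjusted over the list alone; camera adjusted p = 2.97e-13, and 0.0617 with an estimated correlation). In Interval 1 in Col-0, 0 passed by limma (5 at an unadjusted p under 0.05), and the camera adjusted p was 0.00657, or 0.468 with an estimated correlation. The infected Col-0 array of 8 h, which stood apart in genes high in C24, enters these values. They can therefore not be read as an early response alone. Before infection, 10 of the 16 were higher and 3 lower in C24 (camera adjusted p = 0.0546, and fry adjusted p = 2.41e-05), and of 26 further members named through the tables 16 were higher and 1 was lower. The late effect minus the early effect passed in 1 gene in Col-0 and 0 in C24 by limma (1159 and 745 genes at an unadjusted p under 0.05). With no effect at all, a share of 0.05 of all genes would have such a p, and the count in C24 lies below that share.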

Group I consists of 13 genes that are only significantly changed in Interval 1 in C24, group II consists of 31 genes significantly changed in both intervals in C24. 

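Of the TF genes with a delayed response, *MYC2* (AT1G32640), a regulator of JA responses, rose 2.5-fold in Interval 2 in Col-0 and 2.02-fold in C24 (adjusted p = 0.00622 and 0.0468 from limma). Its differences in Col-0 were -0.03, 0.15 and 0.37 at 2, 4 and 8 h and 1.19, 1.26 and 1.53 at 16, 24 and 48 h on the log2 scale, and in C24 they were 0.79, 0.78 and 0.19 at 2, 4 and 8 h. Over Interval 1 in C24, the mean of 0.59 did not pass (adjusted p = 0.302). *MYB13* (AT1G06180), *RAP2.6* (AT1G43160), *RAP2.6L* (AT5G13330) and *WRKY75* (AT5G13080) had log2 differences of 0.85, 1.80, 1.40 and 1.89 in Interval 2 in Col-0 (adjusted p = 0.0978, 0.115, 0.114 and 0.183) and of 0.73, 0.78, 0.89 and 1.07 in Interval 1 in C24 (adjusted p = 0.343 to 0.632). Before infection *WRKY75*, which is linked to SA synthesis, was 4.06-fold higher in C24 (adjusted p = 0.000107). Without 16 h, *MYB13*, *RAP2.6* and *RAP2.6L* passed in Col-0 (adjusted p = 0.0333, 0.028 and 0.0366), and *MYC2* was lost without 24 h or 48 h in Col-0 (adjusted p = 0.0948 and 0.13). In C24 it was lost without any of 16, 24 and 48 h (0.181, 0.186 and 0.224), without the Col-0 pair of 8 h (0.0806) and after array medians were subtracted (0.0537).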

Among all 44 genes, 17 genes were related to defense processes (bold in Table 4), of which five were transcription factors and therefore regulators of defense responses (*MYB13*, *MYC2*, *RAP2.6*, *Rap2.6L*, *WRKY75*). 

The key compound of jasmonate signaling is jasmonoyl-(L)-isoleucine (JA-Ile), which is formed in a specific conjugation reaction of JA with isoleucine by the enzyme jasmonate-amido synthetase (*JAR1*; *AT2G46370*) [32,33]. The expression of JAR1, as well as expression of jasmonate-dependent transcription regulator coronatine insensitive 1 (*COI1*, *AT2G39940*) did not change in the studied Arabidopsis accessions upon Pst infection. 

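Single genes of JA and JA-Ile turnover rose late after infection, *JOX2* in both accessions and *IAR3* and *ILL6* in Col-0. Of 4 annotated genes of JA-Ile and JA catabolism (*JOX1* to *JOX4*), *JOX2* rose in Interval 2 in each accession (3 when adjusted over the list alone in each; camera adjusted p = 4.15e-06 in Col-0 and 6.25e-07 in C24, and 0.0462 and 0.0617 with an estimated correlation). *JOX3* (AT3G55970) had a log2 difference of 3.48 in Col-0 (SE 0.72, adjusted p = 0.0541 from limma). Among the hydrolases of JA-Ile, *IAR3* (AT1G51760) had differences of -0.05, 0.40, 0.93, 0.88, 1.25 and 2.35 from 2 to 48 h in Col-0 and of 0.86, 0.53, 0.61, 0.73, 0.99 and 1.14 in C24. It rose in Interval 2 in Col-0 (2.82-fold, adjusted p = 0.0395) and did not pass in C24 in Interval 1 (log2 difference 0.67, adjusted p = 0.488) or Interval 2 (0.95, adjusted p = 0.368). *ILL6* (AT1G44350) rose 2.86-fold in Col-0 in Interval 2 (adjusted p = 0.0436), with a log2 difference of 1.36 in C24 (adjusted p = 0.197), where it and *IAR3* passed with the CV filter of the paper (0.0216 and 0.0485). Without 24 h the calls of *IAR3*, *ILL6* and *JOX2* in Col-0 were lost (adjusted p = 0.216, 0.235 and 0.111), without 48 h those of *IAR3* and *ILL6* (0.32 and 0.212), in C24 that of *JOX2* without 16 h or 24 h (0.0972 and 0.266), without the Col-0 pair of 8 h that of *ILL6* was (0.0539), and the 8 h value of *IAR3* in Col-0 comes from the array that stood apart.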

We observed an accession-specific timing in the regulation of JA-Ile catabolism genes: jasmonoyl-isoleucine-12-hydroxylase CYP94B3 (*AT3G48520*) was over-expressed in Col-0 at 24 h and 48 h; hydrolase *IAR3* (*AT1G51760*) was upregulated in C24 from the earliest time point and in Col-0 from eight hours after the infection; hydrolase *ILL6* (*AT1G44350*) was induced in both Pst-sprayed accessions in the second interval (Supplementary Table S6).

We measured the levels of JA at 8 h, as the last time point before the strong induction of JA-mediated processes, and 16 h, as the first time point of said induction. The levels of JA confirmed both the comparable behavior of JA-related genes in Col-0 and C24 upon Pst infection, as well as the delay in the JA-mediated response in Col-0 (Figure 5). JA levels tended to be higher in infected samples, showing the comparable behavior in Col-0 and C24, although the difference to the mock treatment was not significant (Figure 5). No observable difference in JA was found between the 8 h and 16 h time point of C24. JA in infected Col-0 at 8 h was lower than in C24 at 8 h, reflecting the delay in the response in Col-0, although the difference was only marginally significant (*t*-test, *p* = 0.049). Salicylic acid content in Pst infected Col-0 leaves was significantly higher than in the mock control. However, this increase represents only a small fraction of the SA content in C24, where SA did not change between treatments (Figure 5).

### 2.7. Pst Induces SA-Dependent SAR-Related Gene Expression in Col-0

Among the accession-specific DEGs at each time point (according to GO BP), we found biphasic behavior in Col-0 with peaks at 8 h and 48 h post-infection that were absent in C24 (Supplementary Tables S7 and S8). Interestingly, of the 244 defense-related DEGs in Col-0 at 48 h post-infection, 95 were related to SAR (Figure 4B, Supplementary Table S7). In contrast, only 10 of the 77 defense-related DEGs in C24 48 h post-infection were related to SAR (Figure 4B, Supplementary Table S8). The lack of SAR-related genes in the late defense response of C24 is probably due to their high basal expression (124 DEGs related to SAR were found in C24 in the comparison of uninfected plants in contrast to 7 DEGs related to SAR in Col-0). We therefore concluded that SAR-mediated processes may be not inducible in C24, or their inducibility is at least reduced. This becomes even more evident considering the behavior of SAR-related genes in Col-0 and C24 over the time course (mock-treated and infected plants) (Figure 6). 

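The late effect of infection on SAR genes was tested in each accession and then between them. Of the 3 annotated SAR genes (*SAG101*, *UGT76B1* and *RING1*), *UGT76B1* rose in Interval 2 in Col-0 (3 when adjusted over the list alone; camera adjusted p = 2.75e-05, and 0.0462 with an estimated correlation), and in C24 0 passed by limma (0 at an unadjusted p under 0.05; camera adjusted p = 0.0162, and 0.212 with an estimated correlation). As a list, the effect was lower in C24 than in Col-0 at the preset correlation (camera adjusted p = 0.0161), but not with an estimated correlation (adjusted p = 0.22) or by fry (0.28), and 0 of the 3 genes passed the interaction by limma (2 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). JA-responsive genes and immune receptor genes also had a lower effect in C24 (camera adjusted p = 0.0161 and 0.0497, and 0.22 for each with an estimated correlation), the latter not without the block (0.109). For single genes, the interaction passed for 1 of 16411 genes. At an unadjusted p under 0.05 there were 869, close to the share of 0.05 that is reached with no effect at all. *GRX480* had an interaction of -1.75 on the log2 scale (adjusted p = 0.895), with a rise of 2.65 in Col-0 from 4.02, near the lower quartile of the arrays (adjusted p = 0.00865) and a log2 difference of 0.90 in C24 (adjusted p = 0.464). *NDR1* (AT3G20600), singled out after its values were seen, rose 1.64-fold in Col-0 (adjusted p = 0.0381), was 1.75-fold higher in C24 before infection (adjusted p = 0.00589), and had a mock-treated Col-0 array of 8 h apart from the others. Without 24 h or 48 h, neither *GRX480* (adjusted p = 0.13 and 0.217) nor *NDR1* (0.235 and 0.32) passed in Col-0, nor did *NDR1* without 16 h (0.059), and its basal difference did not pass over Interval 1 alone (0.255). From the high basal expression in C24 and the lack of SAR-related genes in its late response, the paper concludes that SAR-mediated processes may be not inducible in C24 or are less so.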

The expression of many well-known SAR-related genes such as *CERK1*, encoding for a LysM receptor kinase essential for chitin elicitor signaling in Arabidopsis [34], was generally higher in C24 than in Col-0 and did not change upon infection. The expression of SAR-related genes in Col-0, on the other hand, was low in mock-treated samples and early time points of the infection and increased at late time points of the infection, often reaching expression levels similar to C24 at 48 h post-infection. 

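Late infected Col-0 and mock-treated C24 were compared directly over 16, 24 and 48 h, in a fit without the time point as a block. *FMO1* reached 7.74 on average in infected Col-0 against 8.34 in mock-treated C24, a log2 difference of -0.60 (SE 1.22, adjusted p = 0.852 from limma), and by 48 h it was at 9.95 in infected Col-0 and 9.26 in mock-treated C24. *NIMIN1*, *PR5*, *WRKY38* and *ALD1* had differences of -1.33, -0.73, -0.91 and -1.21 (adjusted p = 0.53, 0.623, 0.65 and 0.731), and *WRKY46*, *WRKY70* and *NPR3* of -0.48, -0.20 and -0.27 (adjusted p = 0.674, 0.72 and 0.41). None of these passed, which does not show equal levels, as the SE of *FMO1* shows. Over all genes, 460 were higher in late infected Col-0 and 380 were higher in mock-treated C24. Without 16 h the difference turned positive for *FMO1* (0.70), *WRKY38* (0.21) and *WRKY70* (0.036), and with the time point as a block 647 and 688 genes passed.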

Likely, Col-0 by increasing expression upon infection compensates for its lack of basal expression of defense-related genes. This applies to the above-mentioned *CERK1*, but also to a flavin-dependent monooxygenase 1 (*FMO1*) shown to be an essential component of SAR [23]; an extracellular beta-1,3-glucanase (*BGL2*) [35]; a transcriptional coregulatory activating SA-dependent defense gene (*NPR1*) [36]; a paralog of NPR1 and SA receptor (*NPR3*) [37]; pathogenesis-related 1 that is activated by SA in basal defense (*PR1*) [24]; another member of the pathogenesis-related protein family (*PR5*) [21]; an E3 ubiquitin ligase involved in the regulation of ubiquitination during the defense response to microbial pathogens (*RING1*) [38]; and transcription factors *WRKY38*, *WRKY46*, *WRKY54*, and *WRKY70* [39,40,41]. These genes could be classified according to the pattern of observed changes into five classes: (A) genes that show higher expression in C24 than in Col-0, but do not significantly change in C24, but do in Col-0; (B) genes that show higher expression in C24 than in Col-0, show some significant changes in C24, but mostly in Col-0; (C) genes that show higher expression in C24 than in Col-0, change significantly at early time points in C24, and in late time points in Col-0; (D) genes that show no significant changes, but the same trend as genes of category A; (E) genes that show higher expression in C24 than in Col-0, change significantly at all time points in C24, and in most time points in Col-0 (Figure 6A–E).

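Of the 15 genes shown in Figure 6, 9 had values here, and 8 of them, all named through the tables of the paper and so selected by their response there, were higher in mock-treated C24. In addition to the genes above, *NPR3* (AT5G45110), an SA receptor, was 1.6-fold higher (adjusted p = 0.000986 from limma), *WRKY46* (AT2G46400) 2.64-fold higher (adjusted p = 0.00545) and *BGL2* (AT3G57260), a beta-1,3-glucanase, 0.86 higher on the log2 scale (3.23 in Col-0 and 4.09 in C24, both near or below the lower quartile of the arrays; adjusted p = 0.0335, at 5 of 6 time points). *RING1* (AT5G10380) had a log2 difference of 0.64 (SE 0.24, adjusted p = 0.0786), and it passed with the time point as a block (adjusted p = 0.00113). After infection in Interval 2, *WRKY70* rose in Col-0 (1.79-fold, adjusted p = 0.0381) and had a log2 difference of 0.19 in C24 (adjusted p = 0.783). The other 8 did not pass in Col-0. *ALD1* and *FMO1* aside, their log2 differences were 2.09 for *WRKY38* (adjusted p = 0.0648), 1.32 for *WRKY46* (0.0618), 0.70 for *RING1* (0.0541), 1.12 for *PR5* (0.106), 1.09 for *BGL2* (0.335) and 0.45 for *NPR3* (0.163), and *BGL2* reached 2.76 at 48 h. *NIMIN1*, which the figure does not show, had a difference of 1.50 (adjusted p = 0.285). Without 16 h, *WRKY38*, *WRKY46*, *RING1* and *NIMIN1* passed (adjusted p = 0.0219, 0.0286, 0.03 and 0.0429), with the CV filter of the paper *PR5* and *NPR3* did (0.016 and 0.0316), and without 24 h or 48 h *WRKY70* did not (0.216 and 0.371). The basal difference in *BGL2* was lost without any of 4, 8, 16 and 24 h (adjusted p = 0.0612 to 0.101), and over Interval 1 alone *BGL2*, *WRKY46* and *NPR3* did not pass (0.323, 0.267 and 0.0627), nor *NPR3* over Interval 2 alone (0.0514). *BGL2* was also lost after a repeated quantile normalization (0.0514) and with all 24 arrays (0.144).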

Interestingly, the findings related to SAR genes in Col-0 were only partially reflected by the metabolite levels of SA, pipecolic acid (Pip), and glycerol-3-phosphate (G3P), all known to be involved in SAR (Figure 5 and Figure 7) [42,43]. As expected, based on gene expression, SA levels were much higher in C24 compared to Col-0 and did not change upon infection (Figure 5). Conversely, in Col-0, SA increased significantly in Pst-infected plants. Levels of Pip, too, were higher in C24 in comparison to Col-0, but increased significantly at late time points in infected samples of both accessions (Figure 7). G3P showed similar levels in Col-0 and C24 up to the 8 h time point (Figure 7). In late time points, however, basal levels of G3P were higher in C24 than in Col-0. Whereas G3P did not increase upon infection in C24, a significant increase could be observed in infected Col-0 at 48 h, reaching the levels of G3P in C24.

Pip and its derivatives *N*-hydroxy-Pip and *N*-hydroxy-Pip-O-glycoside are small molecules important to pathogen defense, in particular for the establishment of SAR [44,45]. There is a significant difference in the expression pattern of genes involved in biosynthesis of these compounds between Col-0 and C24. Pst-infected C24 maintained 2–3 higher expression of *ALD1*, *FMO1*, and *UGT76B1* throughout the time course of the experiment, whereas in Col-0 the expression of these genes was induced much later, at 24 h and 48 h. 

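Expression of *UGT76B1* (AT3G11340), which glucosylates SA and related defence signals, rose 8.94-fold in Interval 2 in Col-0 (log2 difference 3.16, SE 0.54, adjusted p = 0.0292 from limma). *ALD1* had log2 differences of 5.32 at 48 h and 3.19 at 24 h in Col-0 but of -0.10 at 16 h, so that its mean of 2.80 over Interval 2 did not pass (SE 0.78, adjusted p = 0.153). *FMO1* behaved likewise, with 5.35, 3.18 and -0.30 and a mean of 2.74 (adjusted p = 0.156). In C24 the differences of *ALD1*, *FMO1* and *UGT76B1* were 1.22, 1.00 and 1.20 in Interval 1 (adjusted p = 0.675, 0.741 and 0.491) and 1.51, 1.55 and 1.16 in Interval 2 (adjusted p = 0.678, 0.666 and 0.563), positive at every time point but not past the threshold. Their interactions in Interval 2 did not pass either, with -1.19 for *FMO1* and -1.99 for *UGT76B1* (adjusted p = 0.992 and 0.895). Without 16 h, *FMO1* and *ALD1* passed in Col-0 (adjusted p = 0.0123 and 0.0216), and without 24 h or 48 h *UGT76B1* did not (0.177 and 0.331).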

One should note the much higher normalized basal expression level of the genes in C24 (Supplementary Table S1).

There was no effect of Pst infection on the regulation of the G3P synthesis; the expression of *GLY1* (DHAP dehydrogenase; *AT2G40690*) and *GLI1* (glycerol kinase; *AT1G80460*) did not change. As demonstrated by Yu et al. [46], the G3P-mediated SAR is likely dependent on *AZI1* and *DIR1*, and G3P might act upstream of these two proteins. *AZI1* expression in Col-0 and C24 shows different patterns. In Pst-infected Col-0.Expression of *AZI1* gene increased at 8 h and 16 h, after which it returned to the mock level. In C24, expression of the gene was repressed in infected plants at later stages (24 h and 48 h). 

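*AZI1* (AT4G12470), which is needed for priming by azelaic acid, varied strongly with time in both accessions, with a mock mean of 8.99 ± 1.70 in Col-0 and 9.31 ± 1.34 in C24 (log2, SD, n = 6). In Col-0 the difference between infected and mock-treated plants was 1.36 at 8 h and 0.86 at 16 h, and 0.16 and 0.05 at 24 h and 48 h. In C24 it was 1.12 at 16 h, -0.70 at 24 h and -0.97 at 48 h. Pooled over Interval 2, *AZI1* did not pass in Col-0 (log2 difference 0.36, adjusted p = 0.756 from limma) or in C24 (-0.18, adjusted p = 0.943), and single time points have no replicate. The C24 mean turned positive without 24 h (0.074) or 48 h (0.21), and the Col-0 value of 8 h comes from the array that stood apart in genes high in C24.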

The expression of *DIR1* in both ecotypes was similar and did not differ significantly between mock- and Pst-treated plants (Supplementary Table S1). Increased expression of a G3P-consuming G3P dehydrogenase 2 (*PGDH2, AT1G17745*; Supplementary Table S1) in Col-0 in only was observed.

## 3. Discussion

Here, we report on the dynamic response of the metabolome and transcriptome of resistant (C24) and susceptible (Col-0) Arabidopsis accessions in response to Pst infection. Although our results show major reprograming of the plant metabolome and transcriptome of the plants upon Pst infection, they strongly indicate that basal differences in gene expression and levels of specific metabolites explain a great part of the observed differences between the accessions.

### 3.1. SAR-Related Differences between Col-0 and C24 Play a Major Role in Determining Resistance to Pst

Many SA-related defense genes were found to be more highly expressed in C24 compared to Col-0 under non-infected conditions (Supplementary Table S4), in agreement with previous studies [47]. It is known that SA plays an important role in SAR, a mechanism conferring long-lasting protection against a broad spectrum of pathogens [48]. Active SAR renders plants into a primed state in which they more quickly and effectively activate defense responses [49]. Therefore, SAR is considered to function mostly in the defense against secondary infections [50]. Here, “GO:0009627 systemic acquired resistance” was found to be the most significantly enriched GO term of basal C24 DEGs (Table 1). We not only observed that transcripts of SAR-related genes were already highly expressed in uninfected C24 plants, but also that their expression remained stable after infection, exhibiting no additional induction of SAR in C24. This could not only be seen on transcript level, but also in the levels of G3P and SA measured in the plants (Figure 4 and Figure 6B). We therefore conclude that SAR is permanently active in C24. Moreover, SAR in C24 seems to be not inducible and C24 may even be unable to deactivate this pathway, although the latter statement needs to be studied in more detail in the future. Col-0 expresses only low levels of SAR-related genes when uninfected. Upon infection with Pst, these genes are strongly induced (Figure 6, Supplementary Table S7). This behavior is not only in agreement with the previously reported reaction of Col-0 to Pst [4,42,51], but can also be interpreted as a compensation for the initial lack of SAR activity. As in C24, the SAR signature in Col-0 can be seen not only at the transcript but also at the metabolite level, e.g., SA and G3P (Figure 5 and Figure 7). Constitutively active SAR may give C24 a considerable lead over Col-0 in repelling Pst intrusion and spreading within the leaves. C24 exhibits higher resistance compared to Col-0 not only against Pst, but also against other, non-bacterial pathogens such as cucumber mosaic virus and the fungus downy mildew (*Hyaloperonospora arabidopsidis*) [52,53], underscoring the broad spectrum of its basal defense.

### 3.2. Nitrogen Metabolism and Aliphatic Glucosinolates

Our results show that SAR is not the only defense-related difference between Col-0 and C24. In our analysis of primary metabolites, we found the differences between Col-0 and C24 explained to a great extent by metabolites belonging to the urea cycle and arginine biosynthesis pathway. C24 showed higher levels of citrulline/arginine, as well as ornithine, in comparison to Col-0, but lower levels of their precursor fumaric acid (Supplementary Table S2). Arginine can serve as nitrogen storage and as a precursor of NO and polyamines, both playing a role in defense mechanisms [54]. The expression of arginase 2 (*AT4G08870*), an enzyme which degrades arginine to urea and ornithine, was strongly induced by the Pst infection in Col-0 only. 

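Arginase 2 (*ARGAH2*, AT4G08870) was much lower in mock-treated C24, at 3.65 ± 0.34, than in Col-0, at 7.98 ± 1.23 (mean log2 ± SD, n = 6; adjusted p = 2.09e-05 from limma). The level in C24 lies below the lower quartile of the arrays, so that neither an exact fold nor a small effect of infection in C24 can be read from it. Infection raised it 4.04-fold in Interval 2 in Col-0 (log2 difference 2.02, SE 0.26, adjusted p = 0.0221), with 2.55, 1.83 and 1.66 at 16, 24 and 48 h and values between -0.01 and 0.61 before. In C24 the difference was 0.11 (adjusted p = 0.956), made of 0.77, -0.67 and 0.23 at these time points. The interaction of -1.91 (SE 0.37), which rests on the same low C24 values, did not pass over all probe sets (adjusted p = 0.61). Of a list of arginine and polyamine genes, *SAMDC1*, *SAMDC2*, *OTC* and *DELTA-OAT* were in the annotation, and 0 passed by limma, or at an unadjusted p under 0.05, in mock-treated plants (camera adjusted p = 0.758) or after infection in Interval 2 (0.594 in Col-0 and 0.501 in C24). Of 5 members named through the tables of the paper, *ARGAH2* among them, 2 were lower in mock-treated C24, and in Interval 2 2 rose in Col-0 and 1 in C24, which is not independent evidence. The call in Col-0 was lost without 24 h or 48 h (adjusted p = 0.0919 and 0.212), and the difference in C24 turned to -0.22 without 16 h.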

The induction was observed in Interval 2. The base non-induced expression level of *AT4G08870* was higher in Col-0 than in C24, in which the expression upon challenge with Pst did not change at all (Supplementary Table S1). Polyamine biosynthesis in Arabidopsis begins with arginine, which is converted by arginine decarboxylase to agmatine [55]. Arginine decarboxylase 2 (*ADC2, AT4G34710*), was induced by the Pst infection and the effect was stronger and appeared earlier in Col-0 than in C24 (Supplementary Table S1). 

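*ADC2* had log2 differences between infected and mock-treated plants of 0.04, 0.65 and 1.57 at 16, 24 and 48 h in Col-0, and of 0.03, 0.24 and 1.15 in C24. Before 16 h they lay between -0.08 and 0.29 in Col-0 and between -0.01 and 0.09 in C24. Averaged over Interval 2, *ADC2* was 0.76 higher in Col-0 (SE 0.26, adjusted p = 0.24 from limma) and 0.47 higher in C24 (adjusted p = 0.689), and neither passed the threshold.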

Plant arginine decarboxylase 2 is an important element of the defense system, as *adc2* knock-out mutants were shown to be more susceptible to a Pst DC3000 infection [56]. It is worth mentioning that in the *adc2* mutant putrescine content was reduced, but with addition of exogenous putrescine. the pathogen resistance was rescued [56]. In our experiments, more than 2-fold increase in putrescine content in leaves was observed as early as 24 h after the infection (Supplementary Table S2), which is in line with previous studies on the role of polyamines in Arabidopsis-Pst pathosystem [57]. In addition, arginine is suggested to be used to fine-tune development and defense mechanisms against stress [55]. If and how the differences in arginine metabolism in Col-0 and C24 translate into the higher resistance of C24 requires further analysis.

Camalexin is a sulfur-containing tryptophan-derived secondary metabolite and is considered to be the major phytoalexin involved in biotic responses in *A. thaliana.* Camalexin is a phytoalexin found in Arabidopsis, where it deters bacterial and fungal pathogens [58]. We measured the levels of indole-3-acetonitril (IAN), which is an intermediate in the biosynthesis pathway of camalexin. It starts with oxidation of tryptophan by two functionally redundant cytochrome P450 enzymes, CYP79B3 and CYP76B2 (encoded by *AT2G22330* and *AT4G39950*, respectively). These genes showed a different regulation pattern between the ecotypes leading to increased expression in Interval 2. 

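*CYP79B2* (AT4G39950) and *CYP79B3* (AT2G22330), which convert tryptophan to indole-3-acetaldoxime, had positive differences in Interval 2 in both accessions without passing the threshold. The log2 difference of *CYP79B3* was 0.67 in Col-0 (SE 0.12, adjusted p = 0.05 from limma, just above the threshold) and 0.82 in C24 (adjusted p = 0.0817). For *CYP79B2* it was 1.00 in Col-0 (SE 0.20, adjusted p = 0.0682) and 0.98 in C24 (adjusted p = 0.216). With a trended prior variance, both passed in Col-0 (adjusted p = 0.0159 for *CYP79B3* and 0.0244 for *CYP79B2*), and *CYP79B3* also passed in C24 (0.0199). With the CV filter of the paper *CYP79B3* passed in both (0.00543 in Col-0 and 0.00868 in C24) and *CYP79B2* in C24 (0.0243).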

In the following enzymatic step controlled by another cytochrome P450 enzyme, CYP71A13 (*AT2G30770*) indole-3-acetaldoxime is converted into an unstable intermediate, which further is conjugated with glutathione by the glutathione-S-transferase (GSTF6) to synthesize GS-IAN. The gene in C24 was also expressed on higher level in Pst than in mock treated plants throughout the time course. On the other hand, in Col-0, the *CYP71A13* expression pattern did not differ between Pst and mock in time points 2 h through 24 h. 

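*CYP71A13* (AT2G30770), which acts next in camalexin synthesis, was 3.54-fold higher in mock-treated C24 (log2 difference 1.82, SE 0.45, adjusted p = 0.0121 from limma). In Col-0 its differences between infected and mock-treated plants were -0.19, -0.26, 0.65, 0.20 and 0.15 from 2 to 24 h and 3.62 at 48 h, where mock-treated plants were at 5.29 and infected plants at 8.91. In C24 they were 1.28, 0.75 and 0.78 in Interval 1 and 0.15, 0.72 and 0.80 in Interval 2. Pooled over the intervals, *CYP71A13* passed neither in Col-0 (1.32 in Interval 2, adjusted p = 0.323) nor in C24 (0.94 in Interval 1 and 0.55 in Interval 2, adjusted p = 0.635 and 0.843). The basal difference was lost without 4 h (adjusted p = 0.0526) and over the mock arrays of Interval 2 alone (0.276). The Col-0 value of *CYP71A13* at 8 h is from the array that stood apart in genes high in C24.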

At 48 h post-infection, the expression remained elevated in Pst-treated Col-0, whereas in mock plants, it returned to the base level. After the conjugation step, GS-IAN is hydrolyzed to Cys-IAN in a process in catalyzed by γ-glutamyl peptidases GTP1 and GTP3 [59]. Gene expression for both peptidases was not affected by the Pst infection. Finally, the last two reactions of the biosynthesis pathway leading to camalexin are catalyzed by PAD3/CYP71B15 enzyme. The basal expression of PAD3 gene is higher in C24 than in Col-0 and elevated expression was observed in both ecotypes sprayed with Pst except for the last (48 h) time point in C24, where the difference did not pass the significance threshold. 

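*PAD3* (AT3G26830), which completes camalexin synthesis, averaged 6.24 in mock-treated Col-0 and 8.26 in C24, a 4.05-fold difference (SE 0.26 on the log2 scale, adjusted p = 0.000123 from limma). After infection it rose 3.42-fold in Interval 2 in Col-0 (adjusted p = 0.0345), with 2.95 at 48 h. In C24 the log2 differences lay between 0.58 at 48 h and 1.12 at 2 h, and the mean of 0.79 over Interval 2 did not pass (adjusted p = 0.512). Without 24 h or 48 h *PAD3* did not pass in Col-0 (adjusted p = 0.186 and 0.0946).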

Cheval et al. [60] observed similar increase of PAD3 transcript abundance in leaves of Pst-sprayed Arabidopsis accession Columbia, though in their experiment the expression returned to the base level within 24 h. Nevertheless, camalexin content following the Pst infection increased by about 20-fold and 60-fold at 24 h post infection and 48 h post infection, respectively [60].

According to a model proposed by Müller et al. [61], indole-3-acetonitrile (IAN) can be synthesized by myrosinase or by an unknown protein through degradation of indolyl-3-methyl-glucosinolate. Next, IAN can be converted to precursors of camalexin or indole-3-carboxylic acid by CYP71B6. 

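*CYP71B6* (AT2G24180) had log2 differences between infected and mock-treated plants of 0.23 and 0.31 in Col-0 in Intervals 1 and 2 (adjusted p = 0.796 and 0.231 from limma), and of 0.39 and 0.27 in C24 (adjusted p = 0.315 and 0.546). None of these passed the threshold. In mock-treated plants it averaged 9.21 in Col-0 and 8.65 in C24 and was 1.48-fold lower in C24 (adjusted p = 0.00293), although the mock arrays of Interval 1 or Interval 2 alone did not show it past the threshold (adjusted p = 0.09 and 0.0557).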

Expression of CYP71B6 gene did not change during the infection (Supplementary Table S1). Interestingly, C24 contained less IAN than Col-0 during the experiment. As the result of the Pst spraying, a significant increase in IAN above the mock level was observed in Col-0 at 16 h and 48 h, whereas in C24, after initial significant drop (4 h), the IAN level in infected plants rose above the mock within 48 h. Thus, the camalexin biosynthesis pathway seems not to contribute substantially to the higher resistance of C24 against the Pst infection.

Among the differences in secondary metabolites between Col-0 and C24, those found in the group of aliphatic glucosinolates were the most striking. Glucosinolates are produced from amino acids by cycles of chain elongation [62]. The levels of aliphatic glucosinolates in Col-0 and C24 differed largely in respect to their chain length. Col-0 exhibited higher levels of short-chain aliphatic glucosinolates, while in C24 long-chain glucosinolates were more abundant (Table 3). Upon infection, levels of long-chain aliphatic glucosinolates remained stable in C24 (Supplementary Table S3). In Col-0, on the other hand, the levels of long-chain aliphatic glucosinolates increased at late time points of the Pst infection. The difference in chain length in aliphatic glucosinolates between uninfected Col-0 and C24 could be explained by the expression of MAM3 (Figure 3). It was previously shown that MAM3 catalyzes chain elongation in both short- and long-chain aliphatic glucosinolates, whereas MAM1 catalyzes fewer cycles of chain elongation, resulting in short-chain aliphatic glucosinolates [63]. Interestingly, although the levels of long-chain aliphatic glucosinolates increased, MAM3’s expression did not change significantly in infected Col-0 plants compared to control plants. Thus, the potential factor triggering this increase might not be active at the level of gene expression, but at a different molecular level such as, e.g., posttranscriptional modification.

While all glucosinolates are potentially reactive defense compounds, it was shown previously that aliphatic glucosinolates of higher chain length exhibit higher toxicity against the pathogenic ascomycete *Sclerotinia sclerotiorum* [64]. A second study showed that decreasing the side-chain length of aliphatic glucosinolates as well as the extent of hydroxylation increased feeding by the beetle *Psylliodes chrysocephala* [65]. Our observations—higher basal levels of long-chain aliphatic glucosinolates in C24 and increase in their levels in Col-0 upon infection—underscore the putative role of these compounds in resistance against Pst.

Furthermore, the similarity in the behavior observed for components of SAR and the levels of long-chain aliphatic glucosinolates in Col-0 and C24 hints towards an interaction between the two pathways, the nature of which has been debated in the past: while exogenous application of SA was shown to massively induce biosynthesis of aliphatic glucosinolates [66], Mewis et al. [67] showed that constitutively blocking SA-signaling using an *npr1* mutant increased glucosinolates in Col-0. The proposed interaction between SAR and the biosynthesis of long-chain aliphatic glucosinolates therefore remains unresolved and requires further in-depth analysis.

In our study, levels of branched-chain amino acids (BCAAs), isoleucine and valine, as well as of threonine(the precursor of isoleucine) increased in infected plants of both accessions at early time points (2 h to 4 h; Supplementary Table S2). This seems to be a part of defense-mechanisms as isoleucine is probably, though this is not unequivocally confirmed, the precursor of isoleucic acid (ILA, 2-hydroxy-3-methyl-valeric acid), a molecule which plays a role in modulating defense-response, as demonstrated through exogenous application of ILA in experiments of von Saint Paul et al. [68]. Infection with either virulent or avirulent strains of Pst triggered a decrease of ILA abundance in Col-0 plants. Interestingly, related compound leucic acid (LA) was not affected by the Pst infection [69]. Maksym et al. [69] observed no significant correlation between BCAA and ILA or LA. There are two proposed defense-enhancing modes of action of ILA: SA-dependent and SA-independent. In first, ILA competitively inhibits SA glucosylation of UGT76B1. Thus, the ILA-dependent enhanced defense response and pathogen resistance can be attributed to the suppression of the attenuation of SA glucosylation. In the former, ILA engages superoxide formation and root growth inhibition [70].

Among the metabolites changing in response to infection, the non-protein amino acid Pip particularly caught our attention. Increase in Pip at late time points of the infection could be seen in both accessions (Figure 6), but it was more predominant in C24. Interestingly, metabolite content of SA, Pip, and G3P (Figure 4 and Figure 6), all known to be involved in SAR, only partially reflected findings related to the expression of SAR genes in Col-0.

We observe no changes in expression of GLY1, GLI1,and DIR1 genes upon Pst infection, which is in line with the results of Yu et al. [46]. There is a difference between the studied accessions in terms of G3P content. Pst-infected Col-0 had a tendency to accumulate more G3P than mock-treated plants. Yet, these differences were not significant, except for the last time point, when it passed the significance threshold. Moreover, *PHDH2*, encoding for an enzyme which utilizes G3P, was induced only in infected Col-0 as early as 4 h post infection, and the increased expression lasted until the 48 h time point. No significant changes were observed in C24. Similar results, more than six-fold increase in expression of PHDH2 gene, were obtained from Col-0 sprayed with Pst DC3000 by Yang et al. [71]. Both the accumulation of G3P and increased expression of PGDH2 in Col-0 might suggest activation of serine supply pathway in this accession upon infection. PGDH2 is a serine-regulation insensitive enzyme which starts the pathway of G3P metabolism into serine. Thus, G3P is required for ammonium and sulfur assimilation as well as tryptophan biosynthesis [72,73]. Expression of other isoforms of the enzyme was not affected by the treatment (Supplementary Table S1).

Following the increase in ALD1 expression, expression of isochorismate synthase 1 (*ICS1*), *FMO1*, and *NPR1* increases, leading ultimately to rising SA levels and the full establishment of SAR not only locally, but throughout the plant. While the accumulation of SA at the infection site seems to be independent of Pip, it is required for the activation of *ICS1* and thus SA biosynthesis in distal tissue. Our observations for the behavior of the elements of the SAR feedback loop for signal amplification after infection in Col-0 correspond to the literature, although increases in *NPR1* expression were not significant (Figure 5 and Figure 6). In *A. thaliana*, ~10% of defense-related SA is produced by the cytosolic phenylalanine ammonia lyase pathway, whereas the main pathway responsible for approximately 90% of SA is derived from isochorismate. This pathway starts with the plastid-localized isochorismate synthase 1 (ICS1). The study by Rekhter et al. suggests that following step EDS5 (Enhanced Disease Susceptibility 5, *AT4G39030*) exports isochorismate from the plastid into the cytosol, where PBS3 (*avrPphB Susceptible 3, AT5G13320)* metabolizes it to isochorismate-9-glutamate, which spontaneously decomposes or is enzymaticaly cleaved into SA [74,75]. In our study, *PBS3* expression in Col-0 is more than two-fold higher eight hours after spraying with Pst suspension (Supplementary Table S1), which is in agreement with measurements of SA, as at this time point its content in Col-0 nearly doubled in Pst-challenged plants (Figure 4). Moreover, *PBS3* seems to also be feedback regulated by SA [76]. 

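*PBS3* had log2 differences between infected and mock-treated Col-0 of -0.15, 0.48 and 1.56 at 2, 4 and 8 h, and of 1.04, 1.63 and 2.37 at 16, 24 and 48 h. The value of 8 h rests on 1 pair of arrays, the infected one of which stood apart in genes high in C24, and *PBS3* was 4.6-fold higher in mock-treated C24 than in Col-0 (adjusted p = 0.00142 from limma). In Interval 2 it rose 3.21-fold in Col-0 (SE 0.29 on the log2 scale, adjusted p = 0.0431) and had a log2 difference of 0.65 in C24 (adjusted p = 0.609). The rise in Col-0 was lost without 24 h or 48 h (adjusted p = 0.235 and 0.445).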

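*CBP60g* (AT5G26920) differed by 0.12, 0.34 and 0.67 on the log2 scale between infected and mock-treated Col-0 at 2, 4 and 8 h, and by 0.81, 0.74 and 1.74 at 16, 24 and 48 h, the 8 h value being from the array that stood apart. It rose 2.14-fold in Interval 2 in Col-0 (SE 0.18 on the log2 scale, adjusted p = 0.0347 from limma), and in C24 the log2 difference was 0.42 (adjusted p = 0.584). Before infection it was at 7.36 in Col-0 and 8.75 in C24, a 2.61-fold difference (adjusted p = 0.00027). *SARD1* and *ICS1* were not analysed here. Without 24 h or 48 h the rise did not pass (adjusted p = 0.186 and 0.266), nor did the basal difference over Interval 1 alone (0.0645).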

Before the activation of *ICS1* expression in Col-0 and at the same time as *PBS3*, two pathogen-induced transcription factors, SAR deficient 1 (*SARD1*) and CaM-Binding Protein 60-like G (*CBP60g*) are activated. SARD1 and CBP60g are known to physically bind to an *ICS1* promoter and to regulate the expression of *ICS1* and are required for pathogen induction of SA synthesis [77]. 

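*EDS1* (AT3G48090) and *PAD4* (AT3G52430), whose proteins act together in basal immunity, showed increasing differences with time in infected Col-0 that did not pass over Interval 2. For *EDS1* they were 0.43, 0.69 and 1.04 on the log2 scale at 16, 24 and 48 h (mean 0.72, adjusted p = 0.138 from limma, and 0.0241 with the CV filter of the paper), and for *PAD4* 0.18, 0.47 and 1.14 (mean 0.60, adjusted p = 0.14). In C24 the means were -0.12 and 0.21 (adjusted p = 0.916 and 0.785), and that of *EDS1* turned to 0.031 without 48 h. In mock-treated plants *PAD4* was 2-fold higher in C24 (adjusted p = 0.00865), whereas *EDS1* was 1.83-fold lower (8.50 in Col-0 and 7.63 in C24, adjusted p = 0.0386). The basal difference in *EDS1* was lost without any of 2, 4, 8 and 16 h (adjusted p = 0.0622 to 0.125) and over Interval 2 alone (0.517), and that in *PAD4* over Interval 1 alone (0.151).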

A similar pattern of expression in Col-0 can be seen for *enhanced disease susceptibility 1 (EDS1)* and its sequence-related interaction partner phytoalexin deficient 4 (*PAD4*). EDS1 and PAD4 proteins are key regulators of Arabidopsis in basal immunity and each has a conserved esterase/lipase catalytic triad embedded within an α/β-fold hydrolase topology [78]. EDS1 might be involved in indirect 9-oxo nonanoic acid and azelaic acid accumulation in SAR [79]. In summary, whereas in Col-0 expression of discussed here genes of SA synthesis and related regulation increased with the time, in Pst-infected C24, the genes expression generally followed the pattern observed for the mock-sprayed plants.

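*EDS5* (AT4G39030), the transporter that supplies the SA precursor, was 2.8-fold higher in mock-treated C24 (log2 difference 1.49, SE 0.26, adjusted p = 0.00127 from limma). After infection it differed by 1.76 in Interval 2 in Col-0 (SE 0.32, adjusted p = 0.0502), just above the threshold. Of 8 listed genes of SA synthesis, 2 had values, both named through the tables of the paper and so selected by their response, and both were higher in mock-treated C24, 1 rose late in Col-0 and 0 passed late in C24 by limma (2 at an unadjusted p under 0.05). Without 16 h *EDS5* passed in Col-0 (adjusted p = 0.00751), and its basal difference did not pass over Interval 1 alone (0.119).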

Whereas transcription of ALD1 was induced at all time points of the infection in C24, a late elevation of Pip levels in C24 after infection was observed. This could be explained by its ongoing metabolism towards *N*-hydroxy-Pip. Defense gene induction by Pip is dependent on functional FMO1 (expression was elevated in C24 as early as 2 h post infection), suggesting the requirement of *N*-hydroxy-Pip formation and accumulation upon pathogen attack for SAR-related gene expression [44,80]. Moreover, it was demonstrated that local application of *N*-hydroxy-Pip was able to induce its biosynthesis pathway expression, genes encoding for ALD1, SAR-deficient 4 (SARD4; ornithine cyclodeaminase), and FMO1, both locally and systemically [44]. 

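In infected C24, *FMO1* was 1.07 above mock on the log2 scale at 2 h, and 0.80, 1.12, 1.15, 2.16 and 1.34 above it at 4, 8, 16, 24 and 48 h. At 2 h this is 8.99 in infected and 7.92 in mock-treated plants, from 1 array each, and *FMO1* in mock-treated C24 varied with an SD of 0.63 between time points. In Col-0 the difference at 2 h was 0.78.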

From this, a conclusion could be drawn that long-distance movement of *N*-hydroxy-Pip from infiltrated sites could regulate the synthesis of Pip and *N*-hydroxy-Pip via a positive feedback loop, just like Pip. Further, it has been suggested that similarly to SA glucosylation and storage of SA-Glc in response to pathogen infection, O-glucosylation of *N*-hydroxy-Pip could serve as a stabilization mechanism and that its glucoside may be the primary storage form of the molecule in Arabidopsis [44]. Recently published parallel studies [45,81] demonstrated the key role of *N*-hydroxy-Pip-*O*-β-glucosylating activity of a uridine diphosphate-dependent glucosyltransferase (UGT76B1; *AT3G11340*) for development of SAR in Pst-infected Arabidopsis. The significance of UGT76B1 for SAR is supported by the fact that this enzyme can glucosylate SA as well changing its availability as a regulatory compound [82]. In our experiment, Col-0 and C24 exhibited different expression patterns of the *UGT76B1* gene: early response and constantly elevated expression in infected C24, slow response and two-step increase in infected Col-0. 

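In Col-0, the log2 differences of *UGT76B1* between infected and mock-treated plants were 0.31, 1.58, 2.30, 1.25, 3.78 and 4.45 at 2, 4, 8, 16, 24 and 48 h. The corresponding values in C24 were 1.30, 1.28, 1.02, 1.13, 2.06 and 0.31. Mock-treated C24 was at 8.52 ± 0.79 and mock-treated Col-0 at 5.83 ± 0.99 (mean log2 ± SD, n = 6), a 6.45-fold difference (adjusted p = 0.001 from limma). The mock-treated Col-0 array of 2 h, at 7.82, stood apart from the other 5, which lay between 5.23 and 5.65, and over Interval 1 alone the basal difference did not pass (adjusted p = 0.148). The 8 h value in Col-0 comes from the array that stood apart in genes high in C24.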

Differential expression patterns of *ALD1*, *FMO1,* and *UTG76B1* might suggest existence of different co-regulation mechanisms in studied Arabidopsis accessions. Higher levels of metabolites (Pip, SA) in C24 as well as elevated baseline expression of Pip metabolism genes suggest existence of a defensive preparedness in C24 in contrast to Col-0. Experiments of Bechtold et al. suggest that this alerted state (increased consumption of lysine and phenylalanine precursors for synthesis of Pip and SA) imposes a penalty on rosette biomass of C24 plants, while the reproductive fitness remains similar to Col-1 [47].

### 3.3. JA-Related Responses against Pst Are Shared between Accessions, though Are Delayed in Col-0

*MYB13* was shown to be expressed in a JA/ethylene-dependent manner in Arabidopsis infected with *Botrytis cinerea* [83,84]. 

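*PDF1.2* (AT5G44420), a defensin induced by JA and ethylene, rose 4.3-fold in Interval 2 in infected Col-0 (log2 difference 2.10, SE 0.40, adjusted p = 0.0425 from limma). Its differences in C24 were 1.78 in Interval 1 and 0.99 in Interval 2, without passing (adjusted p = 0.236 and 0.506). Of 5 annotated JA-responsive genes, *PDF1.2*, *PDF1.2c* (AT5G44430; log2 difference 2.42, from 3.44, adjusted p = 0.0438) and *BSMT1* (AT3G11480; 3.45, from 3.06, adjusted p = 0.0499), the latter 2 from levels below the lower quartile of the arrays, rose late in Col-0 (4 when adjusted over the list alone; camera adjusted p = 1.62e-06, and 0.0462 with an estimated correlation). In C24, 0 passed in Interval 1 or Interval 2 by limma (2 and 3 at an unadjusted p under 0.05; 2 in each when adjusted over the list alone; camera adjusted p = 0.029 and 0.00585, and 0.238 and 0.212 with an estimated correlation), and *PDF1.2* passed in Interval 1 with the CV filter of the paper (adjusted p = 0.03). Before infection *PDF1.2*, *PDF1.2b* (AT2G26020) and *PDF1.2c* were lower in C24, with log2 differences of -2.50, -1.89 and -1.28 and with *PDF1.2* at 4.00 and *PDF1.2c* at 2.50 there (3 when adjusted over the list alone; camera adjusted p = 0.0272, and 0.182 with an estimated correlation). The late calls in Col-0 did not hold without 16 h for *PDF1.2* and *PDF1.2c* (adjusted p = 0.0824 and 0.0511), without 24 h or 48 h for all 3 genes (0.177 to 0.441), or without the Col-0 pair of 8 h for *BSMT1* (0.058). The basal differences of *PDF1.2b* and *PDF1.2c* were lost over Interval 2 alone (0.248 and 0.301), and that of *PDF1.2b* over Interval 1 alone (0.0749) and without 4 h (0.0515).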

MYC2 was reported to modulate JA-dependent functions in Arabidopsis [85], for example, the expression of *PDF1*.2 that showed the same expression pattern as *MYC2* in our experiment (Table 4) [86,87]. *RAP2.6* and *Rap2.6L* were shown to be responsive to JA, SA, abscisic acid, and ethylene in addition to salt and drought [88,89,90]. *WRKY75*, though suggested to play a role in plant defense mechanisms, was shown to be mainly a modulator of phosphate acquisition [91]. Because of the striking representation of transcription factors modulating JA-dependent reactions, we concluded that some of the JA-related responses after Pst infection are delayed in Col-0 compared to C24.

JA-related defense responses to Pst at the level of gene expression and the levels of JA itself were shared between Col-0 and C24 (Supplementary Table S6, Figure 5). At late time points of the infection (from 16 h onwards), more than half of the shared defense-related DEGs in Col-0 and C24 were JA-related (Figure 4B,C, Supplementary Table S5). JA-mediated processes therefore seem to play an important role in the sustained defense response of both Col-0 and C24. JA is a fatty-acid-derived plant hormone involved in processes that are known to protect plants against insect herbivores; JA is therefore considered to play an important role in the response to plant wounding. However, tomato plants deficient in JA showed increased susceptibility to *Pseudomonas* infection [92].

Pst was shown to produce a phytotoxin, coronatine, that is believed to mimic 12-oxo-phytodienoic acid (OPDA), a precursor of JA [93]. The virulence property of coronatine is largely attributed to its ability to mimic the function of bioactive jasmonate, JA-Ile [94]. The *coi1* mutants, which lack the key integrator of jasmonate signaling, exhibited increased resistance to Pst and higher levels of SA upon infection [95]. However, several Arabidopsis mutants unable to activate JA-mediated responses showed normal susceptibility towards Pst [96]. It was shown that resistance to Pst in the *coi1* mutants is correlated with a strong activation of PR1 expression and accumulation of SA after infection. Moreover, restriction of Pst growth in the *coi1* mutants was fully dependent on SA, indicating that SA-mediated processes are required for Pst resistance [96]. Therefore, the increased resistance towards Pst in *coi1* mutants that were generated in a Col-0 background is in good accordance with our results. Both *coi1* and C24 show higher resistance to Pst due to higher activity of SA-mediated defense pathways. SA-signaling also has an antagonistic effect on JA-signaling [97]. Thus, high concentration of SA in C24, may also explain the elevated expression of JA-Ile catabolism genes in C24 from the very beginning of our experiment, as well as lack of changes in expression of JA-Ile biosynthesis genes. 

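*IAR3*, the JA-Ile hydrolase gene, was 1.82-fold higher in mock-treated C24 (log2 difference 0.86, SE 0.10, adjusted p = 3.15e-05 from limma), and of the 3 genes of JA-Ile catabolism named through the tables of the paper it was the 1 that passed. Of 4 annotated genes of the list, all oxygenases that inactivate JA rather than JA-Ile, *JOX1* (AT3G11180) was 0.30 higher on the log2 scale (2.65 in Col-0 and 2.94 in C24, both below the lower quartile of the arrays; adjusted p = 0.0363) and *JOX2* 1.49-fold lower in C24 (adjusted p = 0.0499), calls that were lost in most alternatives, and as a list the 4 genes did not differ past the threshold (camera adjusted p = 0.758). Among 8 genes of JA synthesis named through the tables, 2 were higher and 2 lower in mock-treated C24, with *AOC3* 2.51-fold higher (adjusted p = 1.67e-05), and of 2 annotated ones 0 passed by limma (1 at an unadjusted p under 0.05); genes named through the tables are not independent evidence. The difference of *JOX1* was lost without any of 4, 8, 16 and 48 h (adjusted p = 0.0837 to 0.133) and after a repeated quantile normalization (0.227), and that of *JOX2* without any of 2, 4, 8, 16 and 24 h (0.0718 to 0.159), after median subtraction (0.0503) and with a trended prior variance (0.0522). Over Interval 1 or Interval 2 alone neither passed (0.188 and 0.341 for *JOX1*, 0.0558 and 0.552 for *JOX2*), nor with all 24 arrays (0.0546 and 0.172).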

One should note that in SA-deficient *NahG* plants infected by Pst, JA accumulates to 25-fold higher levels than control, leading to induction of JA-responsive genes [97]. These findings suggest that, in response to a pathogen that can induce synthesis of both SA and JA, cross-talk is used by the plant to adjust the response in favor of the more effective pathway. Our results suggest that C24 infected with Pst favors the SA-driven response, whereas Col-0 activates both, but off-set in time. The high overlap of JA-related DEGs at later time points suggests that Col-0 is able to catch up with C24 in regard to JA responses (Figure 4, Supplementary Table S6).

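Over all 6 time points, 71 genes rose and 10 fell in infected Col-0, and 30 rose and 1 fell in infected C24 (limma). Of these, 12 rose in both accessions, where independent lists of the same sizes would share 0.13. Both effects come from 1 fit with a common estimate of the spread for each gene, which favours joint calls over independent lists. With the CV filter of the paper the order of these counts turned, with 517 genes in Col-0 (297 higher and 220 lower) and 646 in C24 (359 and 287), and 95 rose in both. Here the filter kept genes with a CV up to 0.5 in either interval. It favours passing, and the order of the accessions was not tested. Of 20 listed JA signalling genes, 8 were named through the tables of the paper, and among these, which were selected by their response, 5 rose in Interval 2 in Col-0 and 2 in C24, while of 2 annotated genes 0 passed in either accession by limma (1 in each at an unadjusted p under 0.05). *LOX3* (AT1G17420) had an interaction of -0.50 on the log2 scale in Interval 2 (SE 0.12, adjusted p = 0.945). Over all time points, 4, 5, 328, 1 and 11 genes passed in Col-0 without 4, 8, 16, 24 and 48 h and 15 without its pair of 8 h (26 in C24), and in C24 0 did without 2 h or 4 h (1960 and 1716 at an unadjusted p under 0.05) and 5, 6, 2 and 7 without 8, 16, 24 and 48 h. Of genes risen in both accessions there were 0 without any of 2, 4, 8 and 24 h, 5 without 16 h, 3 without 48 h and 2 without the Col-0 pair of 8 h, and without a block 1 gene passed in Col-0 and 2 in C24.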

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

*Arabidopsis thaliana* plants of two accessions, Col-0 and C24, were grown in soil (potting compost) in individual pots under a 16/8 h light/dark regime at 16 °C. Two days prior to bacterial inoculation, plants were transferred to a different growth chamber and were grown under a 14/10 h light/dark regime at 23 °C until harvesting. Light intensity in all chambers was 150 µE m^−2^ s^−1^.

Axenic cultures of *Arabidopsis* were prepared by filling square Petri dishes with agar ½ MS medium [98]. Sterilized seeds (washed with EtOH and sodium hypochlorite) were then planted on the medium. Plants in a growth chamber were grown with 12 h day (22 °C, relative humidity 60%) and 12 h night (20 °C, relative humidity 75%) at 250 µE/m^2^ for 14 days.

### 4.2. Bacterial Growth

*Pseudomonas syringae* pv. *tomato* strain DC3000 bacteria were grown on modified King’s B medium: 10 mg/mL peptone, 1.5 mg/mL K_2_HPO_4_, 15 mg/mL glycerol, 0.6% (*v*/*v*) 1 M MgSO_4_ 7H_2_O) on plates at 28 °C for two days, then transferred to liquid King’s B medium for one night [99]. All media were supplemented with 100 µg/mL rifamycin. Overnight cultures were washed with 10 mM MgCl_2_, then serially diluted in this buffer.

### 4.3. Inoculation and Sampling

For inoculation by infiltration, bacteria were diluted in 10 mM MgCl2 to 5 × 10^8^ cfu mL^−1^, then supplemented with 0.02% (*v*/*v*) Silwet and infiltrated into selected leaves using a needleless syringe. Mock solution was identical, save for bacteria. Plant material was harvested at 1, 3, 5, and 7 h post-infection. Untreated plants served as control. Samples were harvested from individual plants and immediately frozen in liquid nitrogen before being powdered using a cryogenic grinding robot (Labman Automation, Stokesley, UK).

For spray inoculation, bacteria were diluted in 10 mM MgCl_2_ to 5 × 10^8^ cfu mL^−1^, then supplemented with 0.02% (*v*/*v*) Silwet and sprayed evenly to saturation upon the plants. Mock solution was identical, save for bacteria. Plant material was harvested at 2, 4, 8, 16, 24, and 48 h post-infection. Samples were harvested from individual plants and immediately frozen in liquid nitrogen before being powdered. Each time point and condition was studied with six biological replicates.

### 4.4. Transcriptomics

RNA was extracted from frozen plant material using the RNeasy kit (Qiagen, Hilden, Germany). RNA was hybridized to Affymetrix Gene Arabidopsis 1.0 ST microarray chips (Affymetrix, Santa Clara, CA, USA). Hybridization and detection was performed by ATLAS Biolabs (Berlin, Germany). Microarray data are deposited in the NCBI Gene Expression Omnibus (GEO) repository (http://www.ncbi.nlm.nih.gov/geo, accessed on 26 September 2022) under GEO accession GSE90852.

Data preprocessing included normalization of raw data using the RMA algorithm [100,101]. Multivariate time-series (MTS) data can be used to determine the time segments corresponding to critical biochemical events which are reflected in the coupling of the system’s components [102,103]. A segmentation of MTS data is the partition of the time-series into a series of consecutive segments. Here we applied a regression-based formalization of the segmenting MTS data based on temporal changes in covariance structure. In this approach, for each time point, the explanatory power of the precedent time points is estimated from the fused LASSO regression. The breakpoints are then defined as time points for which the explanatory power of the precedent time points isnegligible; likewise, breakpoints have small explanatory contribution for their following sequence of time points.

Given a single replicated measurement for gene expression time series data, we combined the results of two sets of differential analysis for the purpose of stringent analysis and to avoid loss of information. Segmentation analysis allows deciphering intervals of time in which the behavior of most of the genes shows stable trends. A time series can then be divided into segments by finding time point(s) at which the behavior of most of the genes is drastically altered. We then pooled the data from the time points which fall in an interval, which we in turn used to find differentially expressed genes (DEGs). To ensure the reliability of pooling time points as replicates within an interval, the log-fold changes between each time point in the treatment versus control were obtained for each gene. Genes with large coefficient of variation (CV > 0.5) of the log-fold changes within an interval were filtered out. The R package *limma* was then applied to detect the DEGs at each interval with respect to the corresponding interval in control data set [104]. The same analysis was performed to identify DEGs between two intervals in treatment in comparison to the control. The log-fold changes at each time point were calculated for each gene between the treatment and the control data set. At each time point, the genes with log-fold changes within the range of [mean ± 2 × standard deviation] were filtered out. If a gene was identified as DE in two consecutive time points (i and i + 1), it was considered as DEG at time point i.

GO enrichment analysis was performed with help of the R package *GOstats* [105] and allowed us to find the biological processes and molecular functions which are over-enriched in the clusters determined from the clustering analysis. The cut-off value for significance level was considered as 0.05 after FDR correction. We defineddefense-related genes as genes that belong to GO BP terms containing “defense”, “response to other organism”, “response to biotic stimulus”, “bacterium”, “systemic”, “jasmonic”, “ethylene”, and “salicylic”.

### 4.5. Metabolomics

Gas chromatography-mass spectrometry (GC-MS) analysis was performed as described previously [106]. Metabolite levels were determined in a targeted fashion using the R environment and the *TargetSearch* 1.28.1 package [107]. Metabolites were selected by comparing their retention indices (±2 s) and spectra (similarity 85%) against the compounds stored in the Golm Metabolome Database [108]. Each metabolite is represented by the observed ion intensity of a selected unique ion which allows for a relative quantification between groups. Metabolite data were log_10_-transformed to improve normality [109] and normalized to show identical median peak sizes per sample group. Significance of changes in metabolite levels between Pst-infected and mock-treated plants was assessed using Student’s *t*-test.

Ultra-performance liquid chromatography coupled with high resolution mass spectrometry (UPLC-HRMS) was performed on a C8 reverse-phase column coupled to an Exactive mass spectrometer (Thermo Scientific, Bremen, Germany) in positive and negative ionization mode according to the method of Hummel et al. [110]. Processing of chromatograms, peak detection, and integration were performed using REFINER MSH 5.3 (GeneData, Basel, Switzerland). Processing of mass spectrometry data included the removal of the fragmentation information, isotopic peaks, as well as chemical noise. Obtained features (*m/z* at a certain retention time) were queried against an in-house database for further annotation. Remaining unknown features were cross-checked with online databases KNApSAcK v1.200.03 and PubChem using an in-house-developed database search tool (Golm Biochemical Space, GOBIOSPACE, http://gmd.mpimp-golm.mpg.de/webservices/wsGoBioSpace.asmx, accessed on 29 September 2021) for putative annotation.

For hormone measurement, 250 mg of powdered rosette leaves of *A. thaliana* was used for extraction. The extraction was performed at 4 °C for 30 min in 6 mL 2% (*v*/*v*) formic acid in water. The supernatant was separated from the plant debris by a 5 min centrifugation at 3000× *g*. The procedure was repeated once. The pooled supernatant was subjected to reverse-phase (C18) solid phase extraction (StrataX 33 µm particles in a 30 mg bed, Phenomenex, Aschaffenburg, Germany). SPE columns were washed with 2 mL methanol and equilibrated using 2 mL of 2% (*v*/*v*) formic acid in water. After loading of the samples, residual salts were washed off with 2% formic acid (*v*/*v*). Phytohormones were eluted using methanol and the eluate was dried using a speed vacuum concentrator. The dried pellet was re-suspended in 50% MeOH:H_2_O (*v*/*v*). MS-based analysis was performed on a triple-quadrupole mass spectrometer (ABI 3000, Applied Biosystems, Foster City, CA, USA) connected to an ACQUITY UPLC (Waters, Milford, CT, USA) equipped with a BEH C18 reverse-phase column (100 × 2.1 mm i.d., 1.8-µm particle size; Waters, Milford, CT, USA), operated at a flow rate of 400 µL min^−1^. Solvent A consisted of 0.1% formic acid in water and solvent B consisted of 0.1% formic acid in methanol. The gradient started at 62% A followed by a 7-min linear gradient to 10% A. The column was re-equilibrated for 3 min at 62% A for 3 min. The eluate was continuously monitored in negative ion mode using MRM (multiple reaction monitoring). Each compound, jasmonic acid (JA) and salicylic acid (SA) was identified and quantified based on two fragments (SA 137 *m*/*z* to 93 *m*/*z* and 85 *m*/*z*; JA 209 *m*/*z* to 15 *m*/*z* and 59 *m*/*z*). The parameters of the mass spectrometer for the analysis were set to −4.5 kV electro spray voltage at a temperature of 350 °C. The dwell time was set to 50 ms and pause between mass ranges was set to 5 ms. The collision energy was determined for each compound using authentic reference compounds, which were obtained from OlChem (Olomouc, Czech Republic).

Following the recommendations regarding best reporting practices on annotation, quantification in mass spectrometry-based metabolomics published in Alseekh et al. (2021) [111], information required for transparency in measurement and metabolite annotation and documentation are made available in Supplementary Tables S9 and S10.

### 4.6. Data Analysis

Statistical analyses and graphical representations (Student’s *t*-test, ANOVA, PLS-DA), boxplots, heatmaps) were performed using the R software environment (http://cran.r-project.org/) and Microsoft Excel 2010. Partial least squares discriminant analysis (PLS-DA) between genotypes was performed using *mixOmics* 6.0.0 package.

## 5. Conclusions

Using a multi-omics approach, we were able to dissect differences between the two Arabidopsis accessions Col-0 and C24 with regard to their resistance toPst—before and after infection. We identified the constant upregulation of components of SAR in C24 as the main factor for its higher resistance towards Pst, although other factors such as nitrogen metabolism and aliphatic glucosinolates may contribute to its defense-primed state. Except for the SAR-related metabolite Pip, SAR mediated responses seemed to be not further inducible upon infection in C24. Upon infection, we found JA-mediated responses to be delayed in Col-0 when compared to C24. Even though Col-0 seemed to be able to catch-up with JA-mediated responses at later time points, the delay could have a great impact on spreading of Pst in the leaves and therefore on the severity of the infection. Our integrated metabolomics and transcriptomics analysis also revealed that indolic glucosinolates might be part of the JA-mediated defense pathway. Col-0’s lack of priming at early time points of the infection and especially the time point of the inoculation might therefore be causal for the increased susceptibility of Col-0 to Pst infection.

## Figures and Tables

**Figure 1:**
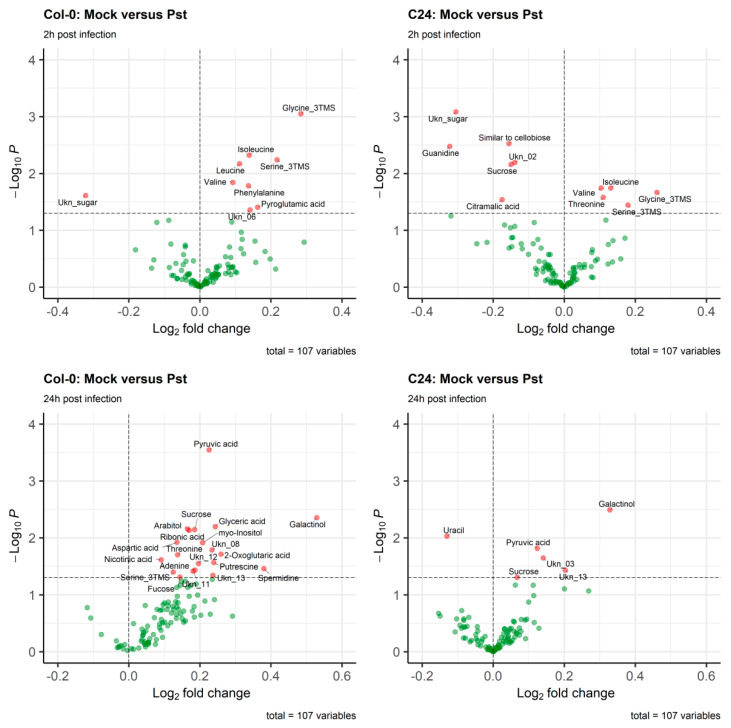
Volcano plot of the primary metabolism metabolites (107 analytes) from Col-0 and C24 2 h and 24 h after the infection with Pst. The plot displays values of log_2_-transformed ratio of metabolite levels(Pst: mock) against the negative log_10_ of the *t*-test’s *p*-value. The horizontal dashed line represents *p*-value = 0.05. “Ukn”: unidentified metabolite.

**Figure 2:**
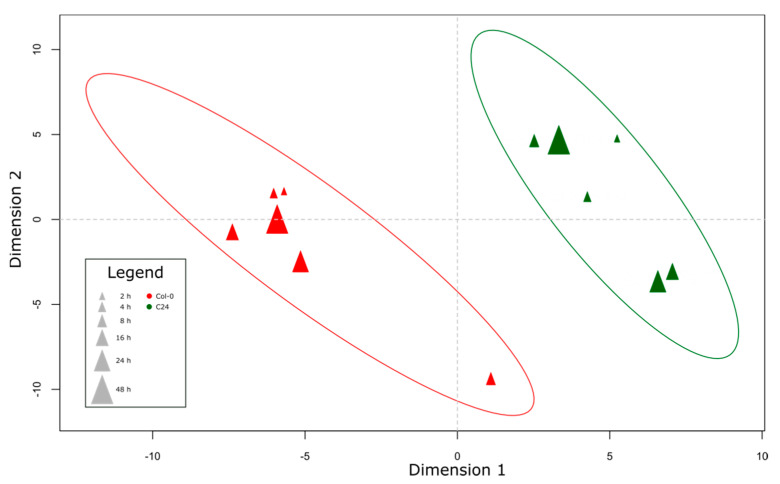
Score plot of PLS-DA of Col-0 and C24 mock treated plants based on primary metabolite profiles. Samples in the plot represent averaged metabolite profiles of 6 independent replicates.

**Figure 3:**
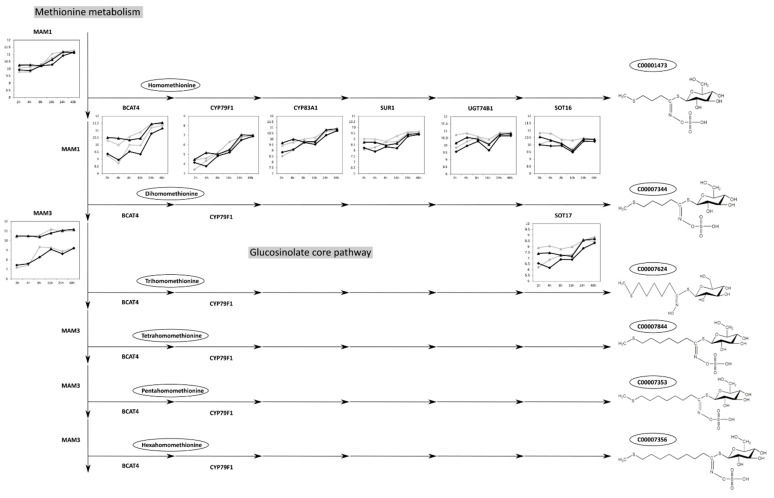
Expression of genes found in the methionine-derived glucosinolate core pathway in mock treated and Pst-infected Col-0 and C24 plants. Gene expression at time points 2 h, 4 h, 8 h, 16 h, 24 h, and 48 h marked as triangles (C24) or diamonds (Col-0) connected with gray (mock treatment) or black (Pst-infection) line. Abbreviations: *MAM1* = *AT5G23010, BCAT4* = *AT3G19710, CYP79F1* = *AT1G16410, CYP83A1* = *AT4G13770, SUR1* = *AT2G20610, UGT74B1* = *AT1G24100, SOT16* = *AT1G74100, SOT17* = *AT1G18590, MAM3* = *AT5G23020.* Pathway structure according to KEGG (http://www.genome.jp/kegg/, accessed on 29 September 2021). Structures of glucosinolates taken from KNApSAcK (http://www.knapsackfamily.com/KNApSAcK/, accessed on 29 September 2021).

**Figure 4:**
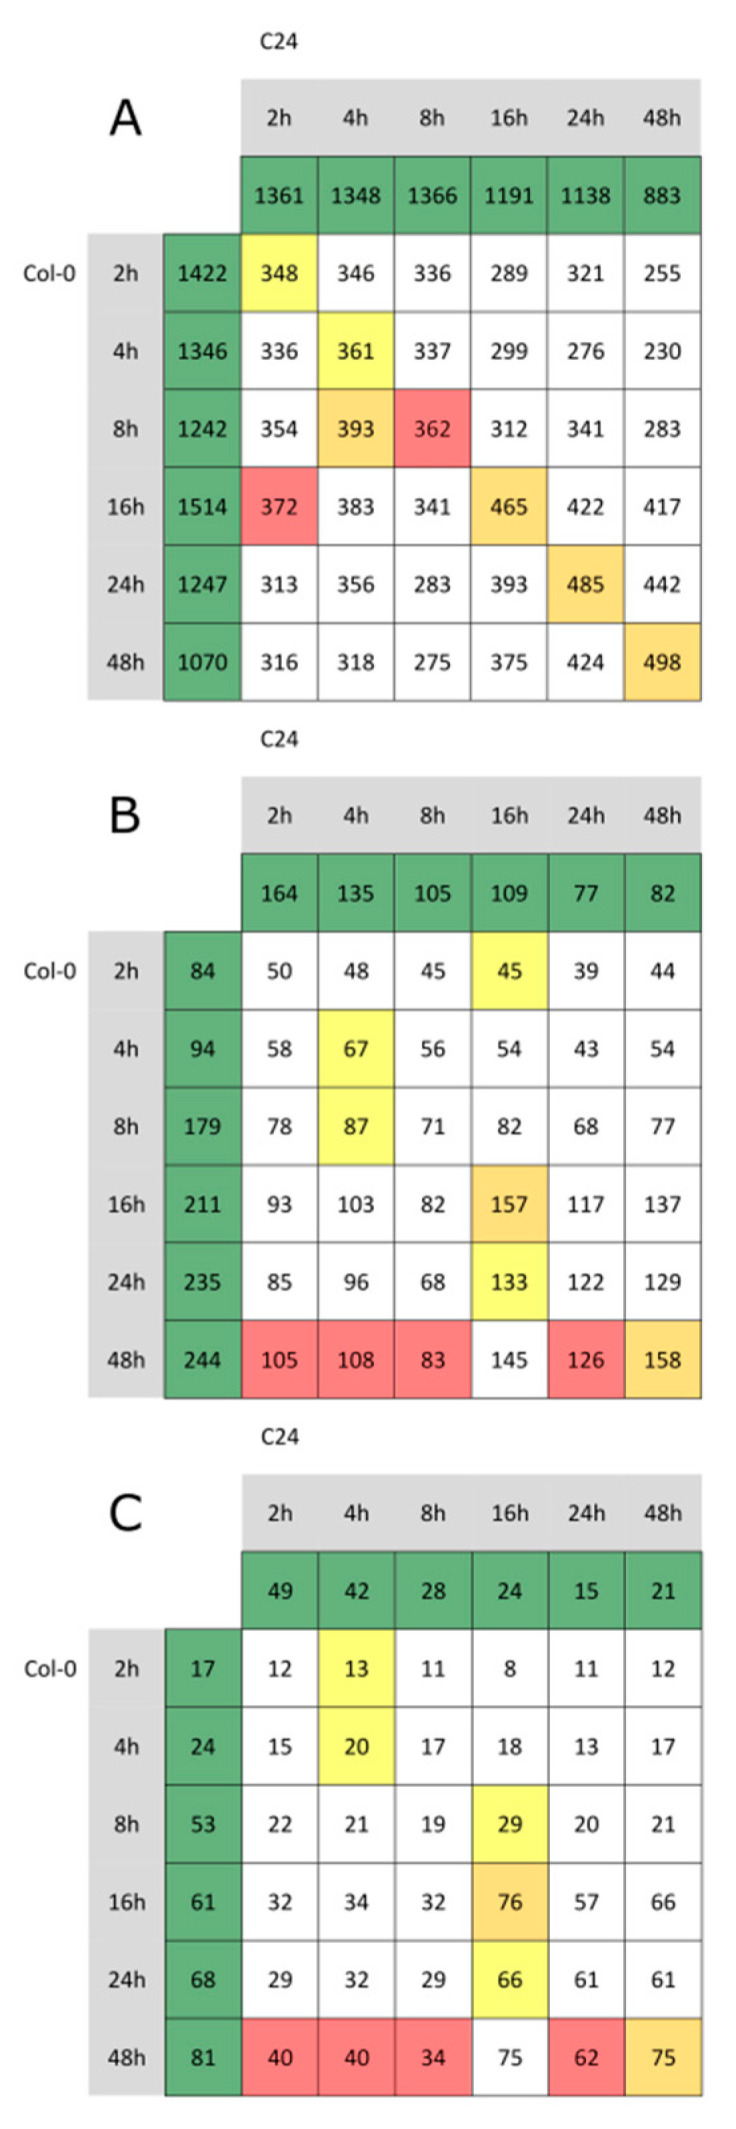
Numbers of differentially expressed genes (DEGs) in Col-0 and C24 after Pst infection.In green boxes, number of unique DEGs for each ecotype and time point. Numbers at the crossing of columns and rows represent DEGs shared by both accessions. Colors in the matrix: yellow, highest number in each row; red, highest number in each column; orange, highest number in both row and column. (**A**) Differentially expressed genes at each time point. (**B**) Defense-related DEGs at each time point. (**C**) JA-related DEGs at each time point.

**Figure 5:**
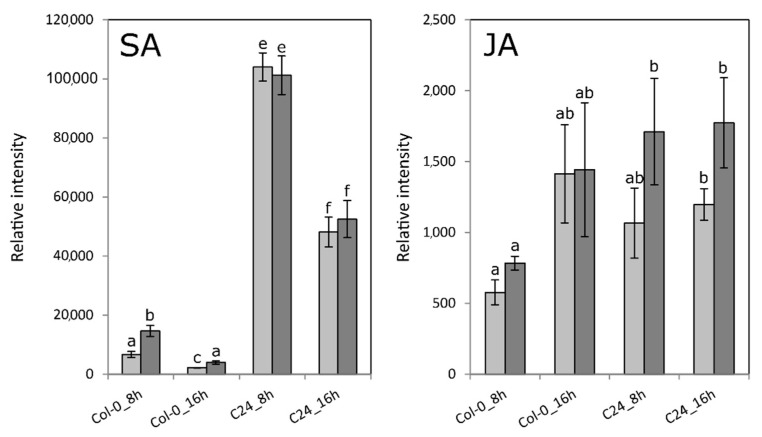
Levels of salicylic acid (SA) and jasmonic acid (JA) in Pst-infected and mock-treated Col-0 and C24 samples. Depicted are average intensities of four independent replicates. Error bars represent standard error. Significant differences between samples of Pst infection and mock treatment (*t*-test, *p* < 0.05) are indicated by different letters. Colors: light gray bars (mock treatment), dark gray (Pst infection).

**Figure 6:**
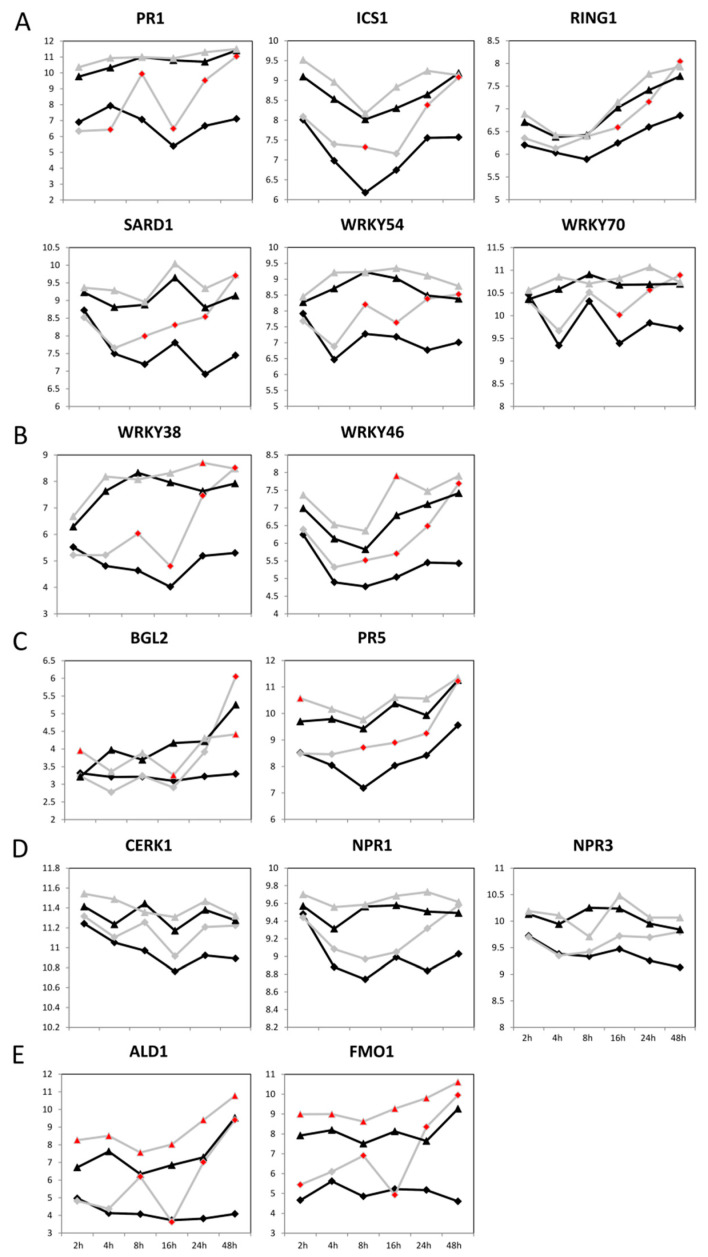
Gene expression of systemic acquired resistance (SAR)-related genes in mock-treated and Pst-infected Col-0 and C24 plants. Gene expression levels at given time points (2 h, 4 h, 8 h, 16 h, 24 h, and 48 h) are marked as triangles (C24) or diamonds (Col-0) and connected with gray (mock treatment) or black (Pst infection) line. Red filled symbols mark significant difference between mock-treated and Pst-infected plants. Panes: (**A**) Genes that show higher expression in C24 than in Col-0, do not significantly change in C24, but in Col-0. (**B**) Genes that show higher expression in C24 than in Col-0, show some significant changes in C24, but mostly in Col-0. (**C**) Genes that show higher expression in C24 than in Col-0, change significantly at early time points in C24, and in late time points in Col-0. (**D**) Genes that show no significant changes but the same trend as genes of category A. (**E**) Genes that show higher expression in C24 than in Col-0, change significantly at all time points in C24, and in most time Abbreviations: *ALD1* = *AT2G13810, BGL2* = *AT3G57260, CERK1* = *AT3G21630, FMO1* = *AT1G19250, ICS1* = *AT1G74710, NPR1* = *AT1G64280, NPR3* = *AT5G45110, PR1* = *AT2G14610, PR5* = *AT1G75040, RING1* = *AT5G10380, SARD1* = *AT1G73805, WRKY38* = *AT5G22570, WRKY46* = *AT2G46400, WRKY54* = *AT2G40750, WRKY70* = *AT3G56400*.

**Figure 7:**
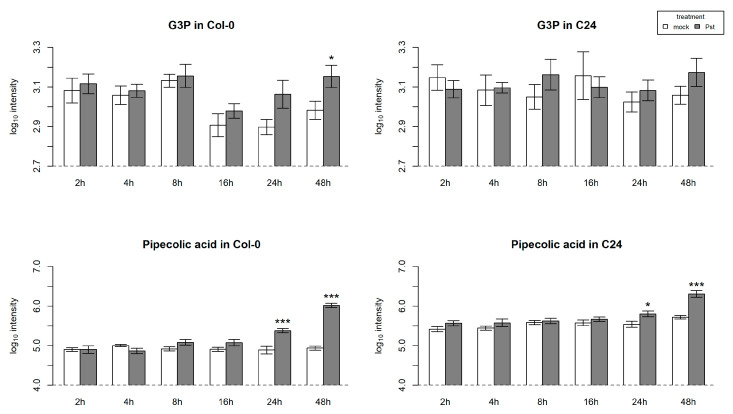
Levels of glycerol-3-phosphate (G3P) and pipecolic acid in Pst-infected and mock-treated Col-0 and C24 plants. Depicted are average values of log_10_ transformed peak intensities (5–7 independent replicates) with error bars of standard error. Significant differences between samples of Pst infection and mock treatment are indicated by asterisks (*t*-test; *p* < 0.05 “*”, *p* < 0.005 “***”).

**Table 1:** Significantly enriched gene ontology biological process (GO BP) terms in basal gene expression in C24: Enrichment analysis was performed using GOstats. The cut-off value for significance level was considered as 0.05 after FDR correction. Listed are the 20 most significantly enriched GO BP terms. Count = number of genes significantly changed in the group of genes belonging to the respective GO term, size = number of genes belonging to the respective GO term. Gray background highlights GO BP terms related to defense responses.

	GO BP ID	*p*-Value	Count	Size	Term
1	GO:0009627	6.35 × 10^−53^	128	442	systemic acquired resistance
2	GO:0009697	5.88 × 10^−49^	85	207	salicylic acid biosynthetic process
3	GO:0009814	1.16 × 10^−47^	134	532	defense response, incompatible interaction
4	GO:0009696	1.90 × 10^−47^	86	220	salicylic acid metabolic process
5	GO:0042537	8.94 × 10^−45^	90	258	benzene-containing compound metabolic process
6	GO:0006952	4.69 × 10^−44^	249	1644	defense response
7	GO:0002376	1.78 × 10^−42^	179	977	immune system process
8	GO:0045087	1.90 × 10^−42^	166	859	innate immune response
9	GO:0006955	4.89 × 10^−42^	166	865	immune response
10	GO:0071446	6.40 × 10^−35^	93	353	cellular response to salicylic acid stimulus
11	GO:0009751	1.12 × 10^−34^	108	469	response to salicylic acid stimulus
12	GO:0009607	1.15 × 10^−34^	208	1413	response to biotic stimulus
13	GO:0009863	2.31 × 10^−34^	92	351	salicylic acid mediated signaling pathway
14	GO:0051707	3.09 × 10^−34^	207	1412	response to other organism
15	GO:0031348	6.87 × 10^−33^	79	273	negative regulation of defense response
16	GO:0031347	1.27 × 10^−31^	112	539	regulation of defense response
17	GO:0080134	1.07 × 10^−30^	113	560	regulation of response to stress
18	GO:0009862	6.30 × 10^−30^	72	250	systemic acquired resistance, salicylic acid mediated signaling pathway
19	GO:0051704	2.42 × 10^−29^	231	1802	multi-organism process
20	GO:0050832	4.46 × 10^−29^	84	344	defense response to fungus

**Table 2:** Significantly enriched gene ontology biological process (GOBP) terms in basal gene expression in Col-0:Enrichment analysis was performed usingGOstats. The cut-off value for significance level was set at 0.05 after FDR correction. Count = number of genes significantly changed in the group of genes belonging to the respective GO term, size = number of genes belonging to the respective GO term. Gray background highlights GO BP terms related to defense responses.

	GO BP ID	*p*-Value	Count	Size	Term
1	GO:0006952	2.79 × 10^−4^	63	1644	defense response
2	GO:0007165	4.80 × 10^−4^	71	1948	signal transduction
3	GO:0044700	8.90 × 10^−4^	72	2027	single organism signaling
4	GO:0023052	9.02 × 10^−4^	72	2028	signaling
5	GO:0007154	4.15 × 10^−3^	78	2367	cell communication
6	GO:0016145	4.35 × 10^−3^	3	14	S-glycoside catabolic process
7	GO:0080028	5.70 × 10^−3^	2	5	nitrile biosynthetic process
8	GO:0006591	8.41 × 10^−3^	2	6	ornithine metabolic process
9	GO:0015824	9.54 × 10^−3^	6	74	proline transport
10	GO:0015804	1.15 × 10^−2^	6	77	neutral amino acid transport
11	GO:0032890	1.16 × 10^−2^	2	7	regulation of organic acid transport
12	GO:0050898	1.16 × 10^−2^	2	7	nitrile metabolic process
13	GO:0051952	1.16 × 10^−2^	2	7	regulation of amine transport
14	GO:0070417	1.22 × 10^−2^	3	20	cellular response to cold
15	GO:0000304	1.52 × 10^−2^	2	8	response to singlet oxygen
16	GO:0019674	1.52 × 10^−2^	2	8	NAD metabolic process

**Table 3:** Glucosinolate content change in leaves of Arabidopsis Col-0 and C24 within 48 h after treatment. In case of several glucosinolates, an alternative (isobaric) annotation is provided. Asterisks next to values represent *t*-test statistics *p*-values; * <0.05, ** <0.01, *** <0.005 Abbreviations: n.d., not determined.

	Content Fold Change after 48 h	
KNApSAcK ID: Name(s)	Col-0	C24
	Mock vs. Pst	Mock vs. Pst
C00007850: 5-Oxooctyl glucosinolate; Glucocappasalin	n.d.	1.63
C00007855: 4-Phenylbutyl glucosinolate	n.d.	1.53
C00007801: 5-Hexenyl glucosinolate	n.d.	1.37
3-Hydroxy-5-(methylthio)pentyl glucosinolate	n.d.	1.21
C00001463: Glucobrassicanapin; 4-Pentenyl glucosinolate	n.d.	1.19
C00007340: 3-Hydroxypropyl glucosinolate	n.d.	1.16
C00007817: 2-Hydroxypropyl glucosinolate		
C00007826: 1-Methyl-2-hydroxyetyl glucosinolate; Glucosisymbrin		
C00001488: Sinigrin; 2-Phenylethyl glucosinolate;	n.d.	1.11
Allyl glucosinolate		
C00007845: 9-Methylthiononyl glucosinolate	n.d.	1.01
C00007800: 6-Heptenyl glucosinolate	2.92 **	1.28
C00001473: Glucoiberverin;	2.59 ***	1.26
3-(Methylthio)propyl glucosinolate		
C00000125: Glucobrassicin; Glucobrassicine; 3-Indolylmethylglucosinolate	1.71 ***	2.17 *
C00007856: 3-Phenylpropyl glucosinolate	1.67 **	1.26
C00000130: 5-Hydroxyglucobrassicin; 5-Hydroxy-3-indolylmethylglucosinolate	1.63	2.03 *
C00007348: 6-Methylsulfinylhexyl glucosinolate; Glucohesperin	1.53 *	1.24
C00007813: 3-Hydroxy-6-(methylthio)hexyl glucosinolate		
C00007352: 7-(Methylsulfinyl)heptyl glucosinolate; Glucoibarin	1.52 *	1.29
C00007624: 5-Methylthiopentyldesulfoglucosinolate	1.47 *	1.21
C00007355: 8-Methylsulfinyloctyl glucosinolate; Glucohirsutin	1.41 *	1.13
C00007593: 5-Methylthiopentylglucosinolate; Glucoberteroin	1.32 *	1.22
C00007353: 7-Methylthioheptyl glucosinolate	1.31 *	1.19
C00007356: 8-Methylthio-octyl glucosinolate	1.28 *	1.07
C00001474: Glucolepidiin; Ethyl glucosinolate	1.16	n.d.

**Table 4:** Delayed transcriptional changes after Pst infection in Col-0 compared to C24: Displayed are log_2_-transformed expression values of Pst-infected samples after subtraction of expression in mock-treated samples. Gray background = significantly different from mock treatment in this interval. Group I = significantly changed only in interval 1 in C24, Group II = significantly changed in both intervals in C24.

Gene Annotation	Group	2 h Col-0 Pst—Mock	4 h Col-0 Pst—Mock	8 h Col-0 Pst—Mock	16 h Col-0 Pst—Mock	24 h Col-0 Pst—Mock	48 h Col-0 Pst—Mock	2 h C24 Pst—Mock	4 h C24 Pst—Mock	8 h C24 Pst—Mock	16 h C24 Pst—Mock	24 h C24 Pst—Mock	48 h C24 Pst—Mock
		Interval 1			Interval 2			Interval 1			Interval 2		
*ABO3*	I	0.103	−0.012	0.366	−0.181	1.630	1.265	0.971	0.393	0.764	0.071	0.589	0.536
*ACT11*	I	−0.226	−0.402	−0.731	−0.359	−0.850	−1.324	−0.627	−0.724	−0.560	−0.053	−0.024	−0.773
*AOC3*	II	0.328	0.529	0.892	0.897	1.573	2.488	0.967	0.540	0.347	1.386	1.594	1.313
*ASB1*	I	0.298	−0.187	0.006	0.799	1.482	1.588	0.966	0.865	0.963	−0.168	1.132	−0.674
*AT1G26390*	II	0.685	0.642	1.478	0.340	0.852	3.186	1.371	0.819	0.858	0.868	0.676	2.555
*AT1G53885*	II	0.449	0.307	0.441	2.016	2.292	3.491	0.609	0.437	1.076	2.354	2.846	3.425
*AT1G53885*	II	0.449	0.307	0.441	2.016	2.292	3.491	0.609	0.437	1.076	2.354	2.846	3.425
*AT1G60730*	II	0.321	0.378	0.520	0.452	0.524	1.035	0.684	0.747	0.406	0.690	0.510	0.788
*AT1G66310*	I	−0.296	−0.121	−0.794	−0.718	−1.015	−0.734	−0.016	−0.885	−0.933	0.352	−0.472	0.443
*AT2G45220*	II	0.376	0.369	2.129	0.467	0.965	3.166	0.987	1.035	1.201	0.818	0.546	1.904
*AT3G04000*	II	0.529	0.432	0.664	0.359	0.487	1.505	0.574	0.721	0.735	0.686	1.116	1.529
*AT3G11340*	II	0.311	1.576	2.301	1.246	3.784	4.448	1.297	1.275	1.021	1.130	2.061	0.305
*AT3G22600*	II	0.324	0.524	2.631	1.069	1.626	1.798	1.040	0.859	0.477	0.387	0.883	1.069
*AT3G46080*	I	0.082	−0.065	0.103	−0.019	1.822	2.888	1.302	0.915	1.227	0.472	0.883	1.278
*AT4G03130*	I	0.383	−0.324	−0.452	−0.726	−0.209	−1.041	−0.513	−0.414	−1.063	0.567	0.210	0.324
*AT4G11890*	I	0.251	0.398	1.576	0.830	1.309	1.781	0.466	0.915	0.396	0.404	0.188	0.098
*AT4G19970*	II	−0.096	−0.208	1.366	0.529	0.393	1.702	0.977	0.687	1.105	0.142	0.742	1.559
*AT5G05600*	II	0.111	0.545	0.909	1.480	1.805	3.007	0.852	0.593	1.127	1.921	1.887	1.873
*AT5G08240*	II	0.644	0.272	0.675	0.497	0.655	1.840	0.949	0.698	0.572	0.485	0.566	0.800
*AT5G39050*	I	0.168	0.613	0.472	0.551	0.919	1.364	0.808	0.598	0.581	0.255	0.576	0.674
*AT5G57510*	II	0.984	0.034	0.666	0.159	0.914	3.287	1.357	0.702	0.672	0.654	1.405	2.171
*CEN2*	II	−0.228	0.843	1.387	0.228	2.256	2.978	0.562	1.072	0.688	0.771	1.000	1.479
*COBL5*	I	0.023	0.641	0.809	0.533	0.778	1.461	0.567	0.681	0.553	0.448	0.525	0.302
*DUR*	II	0.534	0.791	1.592	0.092	1.595	3.018	0.785	0.803	0.729	0.730	0.979	1.989
*EDS1*	I	−0.275	−0.142	0.000	0.429	0.690	1.035	1.260	0.528	0.346	0.326	−0.263	−0.433
*FMO1*	II	0.779	0.480	2.049	−0.297	3.178	5.345	1.072	0.803	1.119	1.146	2.160	1.341
*GRX480*	II	−0.088	0.007	1.703	1.759	2.910	3.277	0.987	0.613	0.316	0.846	1.046	0.796
*GSTU11*	II	0.029	0.257	0.254	0.333	1.101	3.677	1.264	0.997	0.128	2.348	2.694	2.566
*GSTU4*	II	0.999	0.931	1.966	1.391	1.722	4.467	1.929	1.435	1.548	1.520	1.509	0.904
*GSTU8*	I	−0.586	−0.769	1.098	0.937	1.166	1.823	1.408	1.644	1.064	1.143	0.616	0.585
*IAR3*	II	−0.053	0.397	0.932	0.884	1.251	2.349	0.860	0.533	0.611	0.727	0.986	1.138
*KCO2*	I	−0.318	0.669	−1.301	−1.217	−0.333	−0.673	−0.033	−1.172	−0.582	−0.079	−0.793	−0.726
*LHT7*	II	−0.610	0.736	2.174	1.331	3.433	3.421	0.126	1.278	0.406	1.260	1.436	0.584
*MYB13*	II	0.059	0.560	0.600	0.328	0.797	1.428	0.569	0.875	0.743	0.386	0.958	0.935
*MYC2*	II	−0.030	0.155	0.367	1.191	1.256	1.525	0.791	0.782	0.190	1.131	0.931	0.983
*PDF1.2*	II	−0.351	0.428	2.226	2.240	1.757	2.317	1.654	1.651	2.028	1.620	1.277	0.082
*RAP2.6*	II	−0.201	−0.194	0.100	0.302	1.627	3.460	1.092	0.340	0.895	0.679	0.745	1.586
*Rap2.6L*	II	0.595	0.889	0.897	0.431	1.205	2.564	0.747	1.115	0.810	0.579	0.975	1.987
*RLP43*	I	0.503	0.117	1.137	0.388	1.122	1.656	0.829	0.937	0.422	0.084	0.557	0.447
*SBT3.3*	II	−0.498	0.952	1.016	0.524	0.655	2.469	1.394	0.949	1.221	1.041	1.584	1.582
*TPS04*	II	0.253	0.916	0.453	1.528	2.856	5.219	1.063	1.163	0.861	2.564	1.961	1.249
*UGT73D1*	II	0.123	−0.107	0.044	0.770	0.723	2.176	0.469	1.061	0.903	0.544	1.313	0.924
*WAK3*	II	0.359	0.272	1.733	1.003	1.688	2.445	0.824	0.669	0.489	0.276	0.767	0.962
*WRKY75*	II	0.759	0.181	1.547	0.269	1.214	4.190	1.208	1.271	0.733	0.886	0.674	1.676

## Data Availability

Data presented in this article will be available on reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232012087/s1.

How the deposited data were processed for this re-analysis (not part of the article)

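Gene expression was measured on 24 Affymetrix arrays of Arabidopsis leaves, with 1 array for each accession (Col-0 and C24), treatment (Pst or mock) and time point (2, 4, 8, 16, 24 and 48 h). The authors processed the arrays with RMA, which corrects the background, normalizes quantiles and summarizes probes, and deposited 1 log2 value per probe set and array. The version of the RMA software is not given in the sources used here. The sampling plan of the paper names 6 biological replicates per time point and condition, and its array methods describe a single measurement, so the time points served as replicates and p-values measure the spread between time points.

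Of the 38408 probe sets, the platform annotation gave 16722 a single gene, 759 several genes and 20927 none, and no name was taken from a probe set with several. A locus was found for 16574 probe sets of 16411 genes, and where a gene had several probe sets (143 genes) the one with the highest mean was used. Genes without annotation were named through the paper. Tables S1, S6, S7 and S8 pair 2853 probe sets with a locus, of which 1666 are also annotated, 1 of them with another locus. The copies of these tables used here hold 912, 527, 908 and 911 rows. Table S4, of which 1999 rows were read, gives no probe set, so its rows were matched by the mean difference between mock-treated plants that it prints; 1928 rows matched 1 probe set, and the annotation named 1157 of these the same and 1 otherwise. Genes of Table 4 were matched by their printed differences, which placed 42 of 43 genes. Genes named in these ways were selected by their response in the paper, and their values come from the same fits over all 38408 probe sets. *PR1*, *ICS1*, *NPR1*, *CERK1*, *SARD1* and *MAM3*, among others, were not analysed here.

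Differences were tested with limma 3.58.1 in R 4.3.3, by linear models on the deposited log2 values with moderated statistics and the Benjamini-Hochberg adjustment, at an adjusted p of 0.05. Mock-treated C24 and Col-0 were compared over 12 arrays, without the time point as a block. Infection effects were estimated in 1 fit of 24 arrays with a block for each of the 12 combinations of accession and time point, which leaves 8 residual degrees of freedom, separately for Interval 1 and Interval 2 in each accession. The difference of these effects between the accessions and between the intervals was tested in the same fit, and late infected Col-0 was compared with mock-treated C24 over Interval 2. The paper's thresholds for the basal comparison, a fold change of 1.5 and a p of 0.01, and its rule of 2 SD at a time point and the next one were applied as well. Section 4.4 of the paper removes genes with a CV over 0.5 of the log-fold changes within an interval before limma. The infection effects given here leave this step out unless it is named. As an alternative, the filter was applied after the fit over all genes, whose p-values were then adjusted again over the genes kept. Genes were kept where the CV was up to 0.5 in at least 1 of the intervals or accessions that a comparison joins.

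Arrays of the same time point deviated together from the means of their groups, with correlations across genes of 0.444 to 0.607 between mock-treated Col-0 and C24, 0.44 to 0.652 between infected and mock-treated Col-0, and 0.448 to 0.659 between infected and mock-treated C24. The shared time point therefore pairs the arrays. The fit of the infection effects takes this pairing into account. The main basal comparison and that of late infected Col-0 with mock-treated C24 leave it out. With the time point as a block, 5634 genes instead of 3324 passed in the former and 1335 instead of 840 in the latter. A gene short of the threshold in these main comparisons may therefore pass in a paired fit.

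Of 30 gene lists written before the data were examined, the 10 with at least 3 annotated members were tested with camera at a preset correlation of 0.01 between genes, and again with an estimated correlation and with fry: intracellular immune receptors, SAR signalling, JA-responsive genes, JA-Ile catabolism, aliphatic glucosinolate synthesis, arginine and polyamine metabolism, pattern-triggered immunity, root markers, reference genes and the genes of Table 4. At the preset correlation 1 list passed in mock-treated plants, and it and the lists of Interval 1, of C24 in Interval 2 and of the interaction were all lost with an estimated correlation. In Interval 2 in Col-0, 3 of 4 lists held besides the genes of Table 4, which the study chose from these arrays for their response, and the immune receptors did not (camera adjusted p = 0.0185, and 0.0593 with an estimated correlation). The median of some lists had another sign than the test, as for the immune receptors in mock-treated plants, with a median of 0.10, a mean of -0.99 and a negative test.

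Genes were named in the text by a rule set before the data were examined: every gene for which the paper makes a statement on its transcript in the text, Fig. 3, Fig. 6 or Table 4, the 10 highest and 10 lowest genes past the threshold with the same sign at every time point in each comparison, and up to 4 members of each list with the largest change. Values in the supplementary tables of the paper had been seen when the rule was written. *NDR1* falls outside it. Array medians lay between 6.27 and 6.43, and the number of arrays limits the precision.

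The fits were tested on simulated data with 200 of 16411 genes changed. At a log2 change of 1 the basal comparison recovered 92.5% of them with 9 false calls, the Interval 2 effect 74% in Col-0 with 9 and 73% in C24 with 10, the interaction 48.5% with 1 and the comparison of late infected Col-0 with mock-treated C24 58.5% with 4. At a log2 change of 2 these shares were 99.5%, 97%, 97%, 90% and 96%. The simulated arrays had independent noise, no variation with time and the same change at every time point. The deposited arrays vary with time, so these shares may overstate what the fits recover there. Alternatives were subtraction of array medians, a repeated quantile normalization, a trended prior variance, removal of probe sets with a mean log2 under 5, removal of genes with a CV over 0.5 of the log-fold changes within an interval, fits with and without the time point as a block, a separate fit for each accession and interval, omission of each time point, the mock arrays of 1 interval, all 24 arrays in the basal fit, the mean of probe sets and the methods' t-test. Fits over all probe sets, a combination of changes to the rule of 2 SD, and a fit without the Col-0 pair of 8 h were chosen after seeing the data.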

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

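The tests of other splits and those on the 48 h arrays, the normalization, the starting level, genes with several probe sets and RNA of another accession were set before their results were seen, whereas the test on the balance of directions was chosen after the result was seen, and the test on RNA of another accession was prompted by the values of single genes.

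In 108 groups of 6 mock arrays examined, 7 held an array whose gap to the nearest other, as a share of the range, exceeded Dixon's critical value for groups of this size, where chance gives about 5.4. In mock-treated Col-0 the 2 h array stood apart for *ALD1* (0.677) and *UGT76B1* (0.836), the 8 h array for *NDR1* (0.648) and the 16 h array for *RPP4* (0.638). In mock-treated C24 the 2 h array stood apart for *WRKY38* (0.661) and *RPP4* (0.735), and the 24 h array for *AP1* (AT1G69120; 0.627), which was 1.06 higher in C24 on the log2 scale (3.94 in Col-0, below the lower quartile of the arrays; adjusted p = 0.0346 from limma, and 0.0552 with the time point as a block). Without the 24 h arrays the log2 difference of *AP1* was 0.69 (adjusted p = 0.0267), and its call was lost without any of 2, 4 and 16 h (0.0756, 0.102 and 0.0798) and over Interval 1 or Interval 2 alone (0.0913 and 0.221). Groups of 3 were not tested in this way.

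The effect of infection in Interval 2 differed between the accessions for AT4G02360 (interaction -2.13, adjusted p = 0.00716 from limma), and this call was lost without any of 16, 24 and 48 h (adjusted p = 0.0516, 0.546 and 0.155). Outside the genes the paper discusses, AT4G17470 (3.59 on the log2 scale in Col-0), AT1G52000 (0.97) and AT5G17390 (0.89) rose in Interval 2 in both accessions. In Col-0 none of the 3 passed without 24 h (adjusted p = 0.0614, 0.13 and 0.134), AT1G52000 and AT5G17390 did not without 48 h (0.198 and 0.353), nor AT5G17390 without 16 h (0.0689). In C24 none of them passed without 16 h (0.0735, 0.0725 and 0.166), AT4G17470 and AT1G52000 did not without 24 h (0.255 and 0.266), nor AT1G52000 and AT5G17390 without 48 h (0.252 and 0.322). Other splits of the 6 pairs of arrays 3 against 3 gave at most 0 genes for the interaction of Interval 2 against 1 for the real split, which ranks 1 of 10, too few splits for a share under 0.05.

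The infected Col-0 array of 8 h lay toward C24. Over 97 genes more than 2 higher in mock-treated C24 on the log2 scale, its median difference from mock was 1.15 (95% bootstrap interval over genes 0.95 to 1.48), against 0.10, 0.17, 0.02, 0.19 and 0.28 at 2, 4, 16, 24 and 48 h. A candidate explanation is RNA of C24 in this sample: a share of 39%, read from AT2G05642, which was at 3.98 in mock-treated and 9.40 in infected plants there and is left out of the median, would give a median of 1.69, and the test, set to need at least 0.5 of it, was met. Against a share that large, 175 genes lower in C24 had a median of -0.16, where the same mix would give -0.61. An early response of these genes to infection in Col-0 stays open, as it cannot be separated from a mix with 1 array. This bears on the 8 h values in Col-0, among them those of *PBS3*, *IAR3*, *UGT76B1*, *AZI1*, *CBP60g* and *CYP71A13*.

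Large differences between mock-treated accessions lean to Col-0. Of 273 genes more than 2 apart on the log2 scale, 64.1% were higher in Col-0 (95% exact binomial interval 58.1 to 69.8), with medians of 4.33 in C24 and 7.82 in Col-0 for the 175 lower in C24 and, as a mirror of this, 7.50 in C24 and 4.49 in Col-0 for the 98 higher in C24, so the low levels do not set either direction apart. Probes that match the sequence of Col-0 but not that of C24 may contribute, which the balance of directions allows. Among genes over 1 lower in C24 with several probe sets, 54.5% of the other probe sets (6 of 11, exact interval 23.4 to 83.3) showed at least 0.5 of the difference, too few to decide. A true difference in expression between the accessions stays open, as no sequence of C24 was used here.

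More genes passed in Col-0 than in C24 in Interval 2. An array-wide shift is argued against, since after subtraction of array medians 157 genes passed in Col-0 and 6 in C24. Whether the 48 h arrays alone carry it cannot be told apart, as without them 5 genes passed in Col-0 and 3 in C24. A higher starting level in C24 may contribute: among genes rising in Col-0 at 16 and 24 h, the effect at 48 h fell short in C24 by more for 130 genes that were higher in mock-treated C24 than for 137 that were not (difference of medians -0.67, 95% bootstrap interval -0.90 to -0.41). The medians at 48 h were 1.58 and 0.83 in Col-0 and 0.41 and 0.41 in C24, so the gap lies in the Col-0 effect, genes are not independent, and 48 h has 1 pair of arrays per accession.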

How the results depend on the processing

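Basal counts moved from 3324 to 5634 with the time point as a replicate block, to 1446 and 1223 with the mock arrays of Interval 1 and Interval 2, and to 7245 over all probe sets; at the paper's thresholds all probe sets gave 4654 against 1800. Infection counts rest on few time points, and the cause of each change was not tested unless fewer arrays or genes entered. For Interval 1 in Col-0 (1 gene), Interval 2 in Col-0 (132), Interval 1 in C24 (2), Interval 2 in C24 (5), all time points in Col-0 (81) and in C24 (31), the fit without a replicate block, which ignores the pairing by time point, gave 0, 4, 0, 1, 1 and 2. Leaving out 1 time point gave 0, 1 (24 h) to 411 (16 h), 0, 1 (24 h) to 4 (16 h), 1 (24 h) to 328 (16 h) and 0 (2 and 4 h) to 7 (48 h). Genes with a CV up to 0.5, a step that the paper takes before limma and that was applied here after the fit, gave 50, 496, 244, 163, 517 and 646. This filter selects on the size of the response relative to its spread and so favours passing. Separate fits gave 0 for each interval. A trended prior variance gave 475, 14, 22, 431 and 296 from Interval 2 in Col-0 on, and the removal of dim probe sets 304 for Interval 2 in Col-0, 1 for Interval 1 in C24, and 292 and 160 over all time points. Interval 1 in C24 had 1 gene after median subtraction and 0 after quantile normalization. Over all probe sets, Interval 1 had 0 in each accession and Interval 2 in C24 15. Without the Col-0 pair of 8 h, Interval 1 had 0 in Col-0 and 1 in C24, Interval 2 in C24 had 0, all time points in Col-0 15 and the interaction of Interval 2 had 2 genes. That interaction (1 gene) had 0 without a block and 0 without any of its time points. The late minus early effect in Col-0 (1 gene) gave 2 after median subtraction, 2 after quantile normalization, 5 with a trend, 6 without dim probe sets, 0 without a block, 28 with the CV filter and 1 to 19 (16 h) without 1 time point. Late infected Col-0 against mock-treated C24 (840) gave 1335 with the time point as a replicate block, 2315 over all probe sets and 161 (24 h) to 612 (16 h) without 1 time point, with 297 without 48 h. The rule of 2 SD at 2 h (163 in Col-0, 184 in C24, 19 shared) gave 946, 912 and 157 with 1 time point sufficing, 98 and 11 in Col-0 and shared with the same direction required, 535, 457 and 61 with median and MAD, 511, 525 and 48 over probe sets, and 2225, 2288 and 563 over probe sets with 1 time point sufficing. At 48 h (764, 770 and 224) it gave 1904, 1862 and 633 with median and MAD, 503 and 474 without dim probe sets, 1942, 2094 and 461 over probe sets, and the same 1942, 2094 and 461 with 1 time point sufficing, since no later time point exists. Lists past the threshold were 1 in mock-treated plants, 1 and 2 in Interval 1 in Col-0 and C24, 4 in Interval 2 in C24 and 3 for the interaction. An estimated correlation gave 0 for each, fry gave 4, 0, 0, 2 and 0, and removal of dim probe sets 0, 2, 1 and 1 for all but Interval 2 in C24. Without dim probe sets the JA-responsive genes had fewer than 3 members left and were not tested. They were the 1 list that had passed in mock-treated plants, and were among those of Interval 1 in C24 and of the interaction. The block changed the calls of *RING1*, *UGT74B1*, *AP1* and *SAND* in the basal comparison among the named genes and of the immune receptor list in the interaction, and no other basal call of a named gene and no other list call. Values of named genes changed sign in 11 cases, none of which had passed: the basal difference of *AZI1* to -0.012 in Interval 1 mocks, and 10 without 1 time point. Late Col-0 against mock-treated C24 ranged from -1.26 (24 h) to 0.70 for *FMO1*, -1.66 (48 h) to 0.21 for *WRKY38*, -0.39 (48 h) to 0.036 for *WRKY70*, -0.78 (48 h) to 0.25 for *BGL2* and -0.35 (48 h) to 0.033 for *RING1*, each highest without 16 h. In Interval 2 in C24, *ARGAH2* ranged from -0.22 (16 h) to 0.50 (24 h), *EDS1* from -0.35 (16 h) to 0.031 (48 h) and *AZI1* from -0.83 (16 h) to 0.21 (48 h), with 0.074 without 24 h, and in Interval 1 in C24 *BGL2* ranged from -0.21 (2 h) to 0.47 (4 h). Among the other values of named genes, 1779 kept their side of the threshold, 247 lost their call and 65 gained one. Other splits of the arrays gave at most 412 genes for the basal comparison (real 3324, rank 1 of 100), 49 over all time points in Col-0 (81, rank 1 of 32) and 2 in C24 (31, rank 1 of 32). Each is a share under 0.05, which makes chance unlikely there but does not exclude it, as rank 1 of 32 is the lowest share that 32 splits can give. The remaining comparisons have 4 or 10 splits, too few for a share under 0.05: Interval 1 in Col-0 1 against 1 (rank 3 of 4), Interval 2 in Col-0 132 against 1 and in C24 5 against 0, Interval 1 in C24 2 against 0 (each rank 1 of 4), the interaction of Interval 1 0 against 0 (rank 10 of 10), late minus early in Col-0 1 against 8 (rank 2) and in C24 0 against 1 (rank 10), and late Col-0 against mock-treated C24 840 against 0 (rank 1). The deposited values carry no detection call, so what the background limits was not tested; the removal of dim probe sets, which also leaves fewer tests, moved basal calls from 3324 to 2647 and late calls in Col-0 from 132 to 304.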

Differences from the paper's values

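At the paper's thresholds, 933 genes were higher in mock-treated C24, where the paper's value is 1637. The counts here cover the 16411 annotated genes only, as 20927 of 38408 probe sets have no gene in the annotation. Of 1928 rows of the paper's list of basal DEGs that matched 1 probe set, the annotation names 1157 the same and 1 otherwise. Part of the paper's genes could therefore not be counted here. Of the alternatives set before the data were examined, none reached it, with 683 to 1054 genes; over all probe sets, a setting chosen after seeing the values, the count was 2121, which lies within 1.5 times the paper's, but 2533 were then higher in Col-0 where the paper has 729. The share of DEGs higher in Col-0 was 48.2%, against the paper's value of around 30%, and it was 47.3% to 53.8% under the alternatives set before and 54.4% over all probe sets. The paper's value of 2366 DEGs in total, against 1800, and of 729 higher in Col-0, against 867, lie within 1.5 times of those found here.

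By the rule of 2 SD over the 16411 annotated genes, a part of the array, Col-0 had 163, 179, 178, 178, 278 and 764 DEGs at 2, 4, 8, 16, 24 and 48 h and C24 had 184, 181, 181, 172, 201 and 770, where the paper's value is approximately 1700 at each time point. At 48 h, the median and MAD in place of mean and SD (1904 in Col-0 and 1862 in C24) and the rule over probe sets (1942 and 2094), both set before the data were examined, fall within the paper's value; at the earlier time points none of the alternatives set before does, including the same direction at both time points, 1 time point sufficing and the removal of dim probe sets. The rule over probe sets with 1 time point sufficing gave 1942 to 2389 at all time points, was chosen after seeing the values, and drops 216 of the 527 rows of Table S6. With the next time point also required, where there is one, the rule over probe sets calls 207 of these 527 rows. The paper's values for shared DEGs are 348 at 2 h and 498 at 48 h, against 19 and 224 among the annotated genes here. At 48 h the median and MAD (633) and the rule over probe sets (461) fall within it, and 1 time point sufficing, the same direction and the removal of dim probe sets do not. At 2 h none of the alternatives set before does, with 11 to 157, and the rule over probe sets with 1 time point sufficing gave 563, also beyond 1.5 times the paper's.

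Late responses in Col-0 that the paper states were not all past the threshold over Interval 2 here, with adjusted p from limma. The paper calls single time points at other thresholds, and for its intervals it first removes genes with a CV over 0.5. The values here leave this step out, and the CV filter named below applies it after the fit, which favours passing. Of the 9 genes of Fig. 6 with values here, *WRKY70* passed as the paper has it. *WRKY38*, *WRKY46*, *RING1*, *PR5*, *BGL2*, *ALD1* and *FMO1*, which the paper shows as changed in Col-0, did not. Of these, *WRKY38*, *WRKY46* and *RING1* passed with a trended prior variance (0.0244, 0.029 and 0.0246), without dim probe sets (0.0368, 0.0346 and 0.0302) and without 16 h (0.0219, 0.0286 and 0.03), and *RING1* also after a repeated quantile normalization (0.0479). *PR5* passed with a trended prior variance (0.046), with the CV filter (0.016) and, in a setting chosen after seeing the values, without the Col-0 pair of 8 h (0.0466), under which 10 values of named genes lost their call, among them *ILL6* in Col-0 and *MYC2* and *JOX2* in C24, which the paper calls. *FMO1* and *ALD1* passed without 16 h (0.0123 and 0.0216), and *BGL2* under no setting (0.335). In mock-treated plants *RING1*, shown as higher in C24, passed over all genes only with the time point as a block (0.00113). *CYP79B3* passed after median subtraction (0.0475), with a trended prior variance (0.0159), without dim probe sets (0.0246) and with the CV filter (0.00543), and *CYP79B2* with a trended prior variance (0.0244), without dim probe sets (0.0375) and without 16 h (0.0395). *EDS5* passed after quantile normalization (0.0491), with a trended prior variance (0.0153), without dim probe sets (0.0271) and without 16 h (0.00751), *EDS1* with the CV filter (0.0241), and *PAD4* under no setting (0.14). *JAZ7* passed without dim probe sets (0.0489), and *JAZ8* with a trended prior variance (0.0346) and without a block (0.0385). *ADC2* passed under no setting in Col-0 (0.24) or C24 (0.689). *PAD3*, *PBS3*, *CBP60g*, *UGT76B1* and *ARGAH2*, given as raised in infected Col-0 at time points that are not all late, passed there over Interval 2, and *CYP71B6* did not change past the threshold in either accession.

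Responses in C24 that the paper states were past the threshold here in part. With the CV filter, applied here after the fit where the paper applies it before limma, *PDF1.2* passed early and *AOC3*, *JAZ1*, *JAZ7*, *JAZ8*, *OPR3*, *JMT*, *ILL6*, *IAR3*, *CYP79B2* and *CYP79B3* late in C24, as the values below give. Of the 16 annotated genes of Table 4, 5 rose late in Col-0, 0 early in C24 by limma (13 at an unadjusted p under 0.05) and 1 late in C24, where the paper has all as changed early in C24; adjusted over the list alone, 13 were higher and 3 lower late in Col-0, 9 higher and 3 lower early in C24, and 10 higher late in C24. Of the genes of that table for which alternatives were run early in C24, *MYC2* (0.302), *MYB13* (0.343), *RAP2.6* (0.632), *RAP2.6L* (0.495), *WRKY75* (0.602), *IAR3* (0.488), *UGT76B1* (0.491) and *FMO1* (0.741) passed early in C24 under no setting, and *PDF1.2* with the CV filter (0.03), and *GRX480* passed late in C24 under no setting (0.464). *MYC2* passed late in both accessions, and *MYB13*, *RAP2.6* and *RAP2.6L* passed late in Col-0 without 16 h (0.0333, 0.028 and 0.0366). Of the JA genes listed as changed late in both accessions, *AOC1* and *JAZ5* passed in both. In C24, *JMT* passed after median subtraction (0.0288), after quantile normalization (0.0319), with a trended prior variance (0.0129), without dim probe sets (0.028) and with the CV filter (0.00638), *OPR3* with a trended prior variance (0.0297), without dim probe sets (0.04) and with the CV filter (0.00868), *AOC3*, *JAZ7* and *JAZ8* with the CV filter (0.0195, 0.0452 and 0.047), *JAZ1* with the CV filter (0.0216) and without 48 h (0.0379), and *AOC2* and *JAZ10* under no setting (0.442 and 0.402). *ILL6* and *IAR3*, given as induced in C24, passed there in Interval 2 with the CV filter (0.0216 and 0.0485). *CYP79B3* passed late in C24 with a trended prior variance (0.0199), without dim probe sets (0.0378) and with the CV filter (0.00868), and *CYP79B2* with the CV filter (0.0243). *ALD1*, *FMO1* and *UGT76B1*, given as raised in C24 throughout, were positive at every time point but passed in neither interval under any setting (0.675 and 0.678, 0.741 and 0.666, and 0.491 and 0.563), and the same holds for *CYP71A13* (0.635 and 0.843) and *PAD3* (0.376 and 0.512). *BGL2* and *PR5*, shown as changed early in C24, passed under no setting (0.962 and 0.578). For *AZI1*, given as repressed late in C24, single differences were -0.70 at 24 h and -0.97 at 48 h, and the mean of Interval 2 passed under no setting (0.943). *CYP79F1* and *UGT74B1*, given as not different before infection, did not pass, except *UGT74B1* with the time point as a block (0.0252).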

Other observations

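Some genes of development and hormone synthesis that the paper does not discuss differed between the mock-treated accessions. *MAF1* (AT1G77080), a repressor of flowering related to *FLC*, was lower in C24, at 3.19 against 6.94 in Col-0 (log2 difference -3.75, SE 0.12, adjusted p = 1.02e-10 from limma), the C24 level lying below the lower quartile of the arrays, and it is the 1 of 7 listed flowering-time genes with a value here. Of 9 listed flower and inflorescence markers, 3 had values and all 3 were higher in C24. The call of *AP1*, which is among them, was lost with the time point as a block (adjusted p = 0.0552 from limma). Both lists had values through the tables of the paper alone, a selection that is not independent evidence. *PNP-A* (AT2G18660), a secreted peptide linked to water balance and defence, was 6.05-fold higher in C24 (adjusted p = 3.23e-06), and *ACO3* (AT1G12010), an enzyme of ethylene synthesis, 10.7-fold lower (adjusted p = 8.22e-08).

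Root markers, a check on other tissue, had 1 lower and 0 higher of 4 members in mock-treated C24 (camera adjusted p = 0.758). This was *BGLU22* (AT1G66280), with a log2 difference of -0.61 between levels below the lower quartile of the arrays (3.89 in Col-0 and 3.28 in C24, adjusted p = 0.03 from limma), and the call was lost without 2, 8 or 24 h (0.0726, 0.127 and 0.0927), over Interval 1 or Interval 2 alone (0.0852 and 0.307) and with all 24 arrays (0.33). After infection in Interval 2, 0 of the 4 passed by limma (1 at an unadjusted p under 0.05 in Col-0 and 0 in C24; camera adjusted p = 0.608 and 0.861, with a median of -0.10, a mean of 0.06 and a negative test in Col-0). Of the reference genes *GAPC2*, *TIP41* and *SAND*, 0 passed by limma in mock-treated plants (1 at an unadjusted p under 0.05; camera adjusted p = 0.96), and *SAND*, with a log2 difference of 0.18 (adjusted p = 0.0845), passed with the time point as a block (0.0427) and with all 24 arrays (0.047). The camera adjusted p in Interval 2 was 0.595 in Col-0 and 0.68 in C24 for the reference genes, and 0.594 and 0.303 for the genes of pattern-triggered immunity.

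Of 1277 genes over 1.5-fold higher in mock-treated C24 in Interval 1, 214 (16.8%) were over 1.5-fold up after infection in Col-0 in Interval 2 and 86 (6.73%) in C24, where 2.86% and 1.52% of all genes were. Of 1049 genes over 1.5-fold higher in mock-treated Col-0, 50 (4.77%) were up in Col-0 and 32 (3.05%) in C24. The mock arrays of Interval 1 do not enter the effects of Interval 2. Across genes, which are not independent replicates, the correlation of the basal difference with the late effect was 0.13 in Col-0 and 0.08 in C24 by Pearson's r and 0.16 and 0.08 by Spearman's rho. Without dim probe sets r was 0.15 and 0.10. These are counts of sizes, and neither they nor the difference between the accessions were tested.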
